# IL-33 promotes double negative T cell survival via the NF-κB pathway

**DOI:** 10.1038/s41419-023-05766-4

**Published:** 2023-04-05

**Authors:** Xiaojing Sun, Chunpan Zhang, Fanqi Sun, Shuxiang Li, Yaning Wang, Tingting Wang, Li Li

**Keywords:** Immune cell death

## Abstract

IL-33, which is a crucial modulator of adaptive immune responses far beyond type 2 response, can enhance the function of several T cell subsets and maintain the immune homeostasis. However, the contribution of IL-33 to double negative T (DNT) cell remains unappreciated. Here, we demonstrated that the IL-33 receptor ST2 was expressed on DNT cells, and that IL-33 stimulation increased DNT cells proliferation and survival in vivo and in vitro. Transcriptome sequencing analysis also demonstrated that IL-33 enhanced the biological function of DNT cells, especially effects on proliferation and survival. IL-33 promoted DNT cells survival by regulating Bcl-2, Bcl-xl and Survivin expression. IL-33-TRAF4/6-NF-κB axis activation promoted the transmission of essential division and survival signals in DNT cells. However, IL-33 failed to enhance the expression of immunoregulatory molecules in DNT cells. DNT cells therapy combined with IL-33 inhibited T cells survival and further ameliorated ConA-induced liver injury, which mainly depended on the proliferative effect of IL-33 on DNT cells in vivo. Finally, we stimulated human DNT cells with IL-33, and similar results were observed. In conclusion, we revealed a cell intrinsic role of IL-33 in the regulation of DNT cells, thereby identifying a previously unappreciated pathway supporting the expansion of DNT cells in the immune environment.

## Introduction

Double negative T (DNT) cells are peripheral mature T cells that express CD3 but not CD4, CD8 or natural killer (NK) T cell markers [1]. Although these cells represent a small subpopulation of approximately 1–5% of T lymphocytes in peripheral blood, they have been suggested to possess immunoregulatory functions in an antigen-specific manner [2]. Young NOD mice which exert a high proportion of DNT cells in spleen are potentially resistant to diabetes [3]. DNT cells can suppress the T and B cells proliferation and attenuate Graft-versus-host disease [4]. In addition, some studies have identified that DNT cells play an important role in immune surveillance against pathogens, including *Francisella tularensis* [5], *Leishmania major* [6], and influenza virus [7]. Moreover, our previous studies demonstrated that DNT cells converted from CD4^+^ T cells could also suppress excessive inflammatory responses and help to maintain immune homeostasis in liver injury [8, 9], type 1 diabetes [10] and allergic asthma [11].

IL-33, a cytokine that belongs to the IL-1 superfamily, was first identified in human tissues in 2003. Primarily, it activates many immune cell subsets involved in innate immunity and type 2 immune responses. Meanwhile, studies in recent several years have uncovered important roles of IL-33 in the activation of immune cells such as Th1 cells, NK cells, CD8^+^ T cells, neutrophils, macrophage, infection and chronic inflammation, as well as the immunoregulatory function of regulatory T (Treg) cells [12]. However, the effects of IL-33 on DNT cells are still unknown.

In this study, we demonstrated that IL-33 could promote the proliferation and inhibit the apoptosis in mouse and human DNT cells through the TRAF4/6-NF-κB signaling, which was accompanied by increased Bcl-2, Bcl-xl and Survivin expression. While, DNT cells combined with IL-33 could exert a greater effect on maintaining immune system homeostasis due to the proliferative effect of IL-33.

## Materials and methods

### Animals

Male C57BL/6 (*H-2*^*b*^), DBA/2 (*H-2*^*d*^), and B6D2F1 (*H-2*^*b/d*^) mice were purchased from Beijing Vital River Laboratory (Beijing, China). Male CD45.1 congenic C57BL/6 mice were obtained from the Jackson Laboratory. The mice were kept under specific pathogen-free conditions at the animal facilities of Beijing Friendship Hospital, and all animal protocols were approved by the Institutional Animal Care and Ethics Committee. The IACUC number was 21-2010.

### Reagents and antibodies

Mouse and human recombinant IL-33 (580506, 581804) were obtained from Biolegend (CA, USA). ConA was obtained from Sigma-Aldrich (C2010, St. Louis, MO, USA). GreenNuc^TM^ Caspase-3 Assay Kit for live cells was obtained from Beyotime (C1168M, Shanghai, China). Mouse T cell activation/expansion kit was purchased from Miltenyi Biotec (130-093-627, Auburn, CA). The BrdU staining kit (8817-6600-42) and Cell Trace^TM^ Violet (CTV) Cell Proliferation Kit (C34557) for flow cytometry were obtained from Thermo Fisher Scientific (MA, USA). Fluorochrome-conjugated antibodies to mouse/human CD3, CD4, CD8, NK1.1/CD56, CD25, CD11b, TCRγδ, B220, TER119, Ki67, ST2, CD45.1, CD45.2, H-2D^d^, Bcl-2 for flow cytometry were obtained from Biolegend. Antibodies to mouse Bcl-xl, Survivin and phospho-IKKα/β were obtained from Cell Signaling Technology (MA, USA). Antibodies to mouse NF-κB and IκBα were purchased from Abcam (MA, USA). All the details of reagents and antibodies were listed in Table S1.

### Conversion of DNT cells in vitro

Converted DNT cells from CD4^+^ T cells were obtained as previously described [13]. Briefly, purified CD4^+^CD25^−^ T cells derived from spleens and lymph nodes of C57BL/6 mice were incubated with DBA/2 mature dendritic cells (mDCs) and recombinant mouse IL-2 (50 ng/ml) (200-02, PeproTech, NJ, USA). Seven days later, DNT cells were sorted with a FACS Aria II cell sorter (BD Biosciences, CA, USA).

### Restimulation of DNT cells in vitro

DNT cells (2 × 10^5^/well) were restimulated with anti-mouse CD3/CD28 beads with or without IL-33 (10/20/50/100/200/300/500 ng/ml) in a 96-well round-bottom culture plates for 24 h or 48 h. The cells were harvested for staining, real-time PCR and RNA sequencing.

### Restimulation of DNT cells in vivo

B6D2F1 (*H-2*^*b/d*^) recipient mice (*n* = 10) received CD45.1 positive DNT cells (3 × 10^6^) (purity >97%) by intravenous route. Then, the mice were randomly divided into two groups. One group of mice (*n* = 5) were received BrdU (100 μg/day) and recombinant IL-33 (1.5 μg/100 μl/day) via intraperitoneal injection, the other group of mice (*n* = 5) were received BrdU (100 μg/day) and PBS (100 μl/day) for 3 days. The B6D2F1 mice were killed and CD45.1 positive DNT cells proliferation in the spleen were measured by BrdU incorporation and Ki67 staining according to the manufacturer’s instructions.

### In vitro suppression assays

DNT cells (2 × 10^5^/well) were restimulated with or without IL-33 (20 ng/ml, 50 ng/ml and 100 ng/ml) in the presence of anti-mouse CD3/CD28 beads for 48 h, according to previous study [14]. CTV-labeled naive CD45.1^+^CD4^+^CD25^−^ T cells (2 × 10^5^/well) isolated from C57BL/6 congenic mice were incubated with mDCs (0.5 × 10^5^/well) in 96-well plates. Differentially treated DNT cells (0.5 × 10^5^/well) were added to the mixed lymphocyte reaction (MLR). After five days, the apoptosis and proliferation were detected with Annexin V and CTV staining, respectively.

### Transcriptome sequencing analysis

DNT cells were stimulated with or without IL-33 (50 ng/ml) for 48 h, and total RNA was extracted. Library preparation was constructed with NEBNext^®^ Ultra^TM^ RNA Library Prep Kit for Illumina^®^ (NEB, MA, USA) according to the manufacturer’s instructions. High-throughput sequencing was performed using the Illumina NovaSeq 6000 in Annoroad Gene Technology. Differential expressed genes (DEGs) analysis between two groups was performed with *p*adj value less than 0.05 and |log2(fold change)| ≥0.585. Then, Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis of DEGs were performed in the DAVID database (https://david.ncifcrf.gov/tools.jsp). Gene set enrichment analysis (GSEA) was performed using the OmicStudio tools (https://www.omicstudio.cn/tool). RNA sequencing data have been deposited for public access in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database under the GEO accession number GSE206839.

### Human DNT cells expansion in vitro

TCRα/β^+^CD4^−^CD8^−^ double negative T cells were isolated from human peripheral blood mononuclear cells (PBMCs) by a double negative T cell isolation kit (130-092-614, Miltenyi Biotec). Then, 2 × 10^5^ cells/well were cultured with purified anti-human CD3 antibody (2 µg/ml) (317302, Biolegend) in X-VIVO^TM^ 15 Serum-free cell medium (04-418Q, Lonza, Oregon, USA) supplemented with human recombinant IL-2 (50 ng/ml) (212-12, PeproTech). Fourteen days later, DNT cells were harvested and restimulated with or without recombinant human IL-33 (20/50/100 ng/ml) in a 96-well plate-bottom culture plates for 24 h or 48 h. The cells were harvested for staining and RNA extraction. This study protocol was approved by the Human Institutional Review Board of Beijing Friendship Hospital (2022-P2-058-01).

### Concanavalin A-induced liver injury model

The animal model of Concanavalin A (ConA)-induced liver injury was performed as previously described [9]. Briefly, CD45.1 congenic C57BL/6 mice were randomly divided into five groups (*n* = 5 in control group; *n* = 5 in ConA group; *n* = 5 in ConA+IL-33 group; *n* = 5 in ConA+DNT group; *n* = 5 in ConA+DNT + IL-33 group). To study the protective function of DNT cells and IL-33, mice were treated with CD45.2 positive converted DNT cells (3 × 10^6^/mouse, i.v. injection) and/or IL-33 (1.5 μg/mouse, i.p. injection) following ConA treatment (15 mg/kg body weight, i.v. injection). The mice of control group were treated with equal-volume PBS. After ConA administration for 24 h, the mice were sacrificed. Serum alanine aminotransferase (ALT) activity was determined with an alanine aminotransferase assay kit (C009-2, NJJC Bio Inc, Nanjing, China) according to the manufacturer’s instructions. Liver samples were fixed with 4% paraformaldehyde and then stained with hematoxylin-eosin (H&E) staining. The degree of histopathological liver damage was evaluated with the Inshak scoring system [15] and the evaluator was blinded to treatment.

### Preparation of hepatic mononuclear cells for Flow cytometric analysis

Under deep anesthesia, livers were perfused with 30 ml of normal saline through the left cardiac apex, as described in previous study [16]. Next, the liver was split into small pieces and digested with 0.01% type IV collagenase (C5138-1G, Sigma) at 37 °C. After 30 min, the liver mixture was dissociated with a gentleMACS^TM^ dissociator, followed by filtration through a 70 µm nylon cell strainer. To purify hepatic mononuclear cells (MNCs), the mixture was suspended in 30% Percoll (Cytiva, MA, USA) and centrifuged at 500×*g* for 5 min. The cell pellet was used to detect the different subsets of intrahepatic MNCs by flow cytometry.

### Flow cytometric analysis

Flow cytometry was performed with a FACS Aria II flow cytometer. FlowJo v10.4 software was used to analyze the data.

### RNA extraction and real-time PCR

Total RNA was obtained with TRI reagent (T9424-200ML, Sigma). To obtain complementary DNA, reverse transcription was performed by using the PrimeScript RT Reagent Kit (RR036A, Takara, Kyoto, Japan). For quantitative PCR, 7500 Fast Real-time System (Applied Biosystems) was used with SYBR Green Master Mix (11202ES08, Yeasen, Shanghai, China). The specific primers were detailed in Table S2.

### Statistical analysis

Graphical presentations and statistical analyses were performed with Prism 8 (Graph Pad). No sample was excluded from the analyses. Data were first analyzed using Shapiro-Wilk test to know if they were normally distributed. Data of two groups following a normal distribution were analyzed using an *F*-test to know the equality of variances between groups, and analyzed using two-tailed unpaired Student’s *t* test with or without Welch’s correction. Data of two groups for non-normal distribution were analyzed using Mann–Whitney test. One-way ANOVA or repeated measures One-way ANOVA with post hoc Dunnett’s, Turkey or Holm-Sidak’s test, depending on the recommendation by prism for normal distribution were performed for multiple comparisons. Values were expressed as the mean ± standard deviation (SD). *P* values <0.05 were considered significant. All experiments were performed at least two or three times. The sample size was estimated from our preliminary experiments or from previous reports [9, 17].

## Results

### IL-33 promoted proliferation and inhibited apoptosis of DNT cells

Purified CD4^+^CD25^−^ T cells were incubated with mDC and recombinant mouse IL-2. Seven days later, mixed cells were obtained and incubated with fluorescent-labeled anti-mouse antibodies against CD3, NK1.1, CD4 and CD8. Converted DNT cells (CD3^+^NK1.1^−^CD4^−^CD8^−^) were sorted with FACS Aria II cell sorter (Fig. S1). To investigate the effects of IL-33 on DNT cells, we cultured DNT cells under anti-mouse CD3/CD28 beads stimulation in vitro in the presence of different concentrations of IL-33, and examined the expression of the IL-33 receptor ST2 on the cell surface. Flow cytometry analysis showed that ST2 was expressed on DNT cells (Figs. 1A and S2A), and the apoptosis and proliferation were revealed by Annexin V and Ki67 staining at 24 h and 48 h, respectively. After optimal exogenous IL-33 stimulation (20, 50, and 100 ng/ml), cleaved caspase-3 expression and apoptosis of DNT cells were decreased (Figs. 1B, C and S2B, C), and the proliferation rate was significantly increased (Figs. 1D and S2D), although the expression of ST2 did not change significantly (Fig. 1A).

**Fig. 1:**
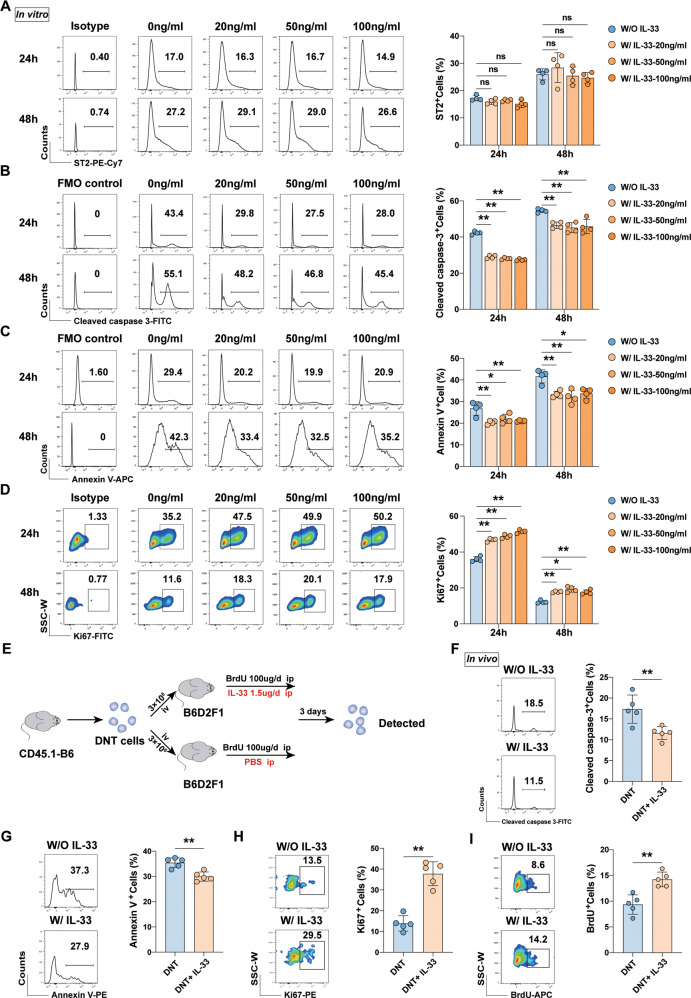
IL-33 regulated the survival of DNT cells. Converted DNT cells were stimulated with or without IL-33 for 24 h and 48 h in vitro, and representative flow cytometry plots and statistical analysis of ST2 (**A**), cleaved caspase-3 (**B**), Annexin V (**C**), and Ki67 expression (**D**) levels were performed (*n* = 4/group). **E** Flowchart showing the adoptive transfer mode. B6D2F1 mice were received a total of 3 × 10^6^ CD45.1 positive DNT cells by tail vein injection. At the same time, IL-33 was administrated daily by intraperitoneal injection for 3 days. Representative flow cytometry plots and statistical analysis of cleaved caspase-3 (**F**), Annexin V (**G**), Ki67 (**H**), and BrdU (**I**) expression in CD45.1 positive DNT cells (*n* = 5/group). Data in **A**–**D** were analyzed using repeated measures One-way ANOVA post hoc Turkey’s test. Data in **F**–**I** were analyzed using unpaired Student’s *t* test without Welch’s correction (equal variances). Data are represented as the mean ± SD. *P < 0.05, **P < 0.01, ns no significance.

Additionally, to assess the role of IL-33 in DNT cells proliferation and apoptosis in vivo, B6D2F1 (*H-2*^*b/d*^) recipient mice received 3 × 10^6^ converted CD45.1 positive DNT cells by tail vein injection (Fig. 1E) along with daily administration of BrdU (100 μg/mouse) and IL-33 (1.5 μg/mouse) for 3 days. CD45.1 positive DNT cells were detected (gating strategy was shown in Fig. S3A). Consistent with the in vitro results, the apoptosis rate of CD45.1 positive DNT cells was decreased (Fig. 1F, G), while the proliferation rate of CD45.1 positive DNT cells was increased in the IL-33 administration group (Figs. 1H, I and S3B). These in vitro and in vivo data confirmed a vital role of IL-33 during the survival of DNT cells.

### IL-33 promoted DNT cell survival by regulating Bcl-2, Bcl-xl, and Survivin expression

To further characterize the role of IL-33 in DNT cell function, we performed bulk RNA sequencing of DNT cells with or without IL-33 stimulation (50 ng/ml for 48 h). 

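The sequencing data cover 6 libraries of DNT cells, 3 without IL-33 and 3 with it. The cells had been converted in culture from CD4+ T cells of C57BL/6 mice and sorted by the absence of NK1.1, CD4 and CD8 on CD3+ cells, and were then kept with anti-CD3/CD28 beads. The sources used here do not say whether the replicates of a group came from separate mice, conversions or wells. For library preparation the sample labels name the Illumina TruSeq kit, and the methods of the paper name the NEBNext Ultra kit. The authors deposited the number of reads that they counted on each gene in each library, without normalization. The aligner, the counting program and the genome build are not given in the sources used here. The deposited table lists 26128 genes by Ensembl identifier, each with a count in at least 1 library. The libraries without IL-33 held 21071668, 20256342 and 21822061 counts in all, and those with IL-33 held 21688864, 21133720 and 22336050. A gene with a count of 0 in a library could have had up to 0.134 to 0.148 counts in 1000000 there, the level of 3 counts, which covers counting error only. Every pair of replicates of a group differed by more than the sampling noise, with a chi-square per gene of 2.64 to 3.69 over the genes with at least 20 counts in the pair, so none was a repeat count of another, which does not show that the replicates are independent. Genes with low counts were left out by edgeR's filterByExpr, with a minimum count of 10 and a minimum total of 15, which left 14671 genes and removed 0.110% of the counts. Counts were scaled by the TMM method and are given as CPM, the counts per 1000000 counts of the scaled library. The groups were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, over all the genes left. The adjusted p threshold of 0.05 and the log2 fold change threshold of 0.585 are those of the paper, and a gene past both is one that meets the pair of them. The square root of the common dispersion, the biological coefficient of variation between replicates, was 0.0468. A permutation of 3 libraries against 3 cannot give an exact two-sided p below 0.1, so no permutation test was made for single genes.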

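With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4036 of the genes tested had an adjusted p under 0.05, and 714 were past both thresholds, 363 of them higher and 351 lower with IL-33. In 677 of these 714 genes the CPM of the 3 libraries with IL-33 lay all above or all below those of the 3 libraries without it. Among all genes tested that share was 38.9%, where chance gives 10%. A test against the fold change threshold itself lowered the number most, to 113 genes, and DESeq2 gave 501, of which 499 were among the 714. The genes with the largest rises among those with a mean of at least 1 CPM were Pth, Cd300a, Wnt3, Grin1, Dnm1, Arhgef28, Itga7 and Alas2, with log2 fold changes from 2.24 for Alas2 to 4.08 for Pth. Pth, the gene of parathyroid hormone, rose from 0.326 ± 0.231 to 5.67 ± 0.535 CPM (SD, n = 3 in each group), with a standard error of 0.37 on the log2 scale and an adjusted p of 6.0e-23 from the same test. Of these genes Itga7 had the highest level, which rose from 3.56 ± 0.714 to 17.4 ± 2.28 CPM (SD, n = 3 in each group), a log2 fold change of 2.29. Dnm1 overlaps Ciz1 on the other strand and Alas2 overlaps Apex2 in the same way, and since the use of the strand in counting is not stated, the levels of Dnm1 and Alas2 are uncertain. At the same limit on the mean the largest falls were in Fam129b, Mpv17l2, Kcnt1, Fam83a, Xcl1, Klrb1f, Aqp3 and Drp2, with log2 fold changes from -1.88 for Fam129b to -1.57 for Drp2. Xcl1 fell from 3.47 ± 0.765 to 1.08 ± 0.235 CPM (SD, n = 3 in each group), a log2 fold change of -1.67 (standard error 0.27, adjusted p = 7.9e-08 from the same test). Fam129b, Mpv17l2 and Xcl1 also overlap a gene on the other strand, and Klrb1f belongs to a family of similar genes between which reads could be split, so their values are uncertain. Of 12 tested genes within 30 kb of the largest falls 2 were past both thresholds in edgeR, Ifi30 beside Mpv17l2 on the same strand with a log2 fold change of -1.79 and Gm20743 over Xcl1 on the other strand with -1.61, and both were picked after their values had been seen. Reads shared with these genes were not excluded for Mpv17l2 and Xcl1. The call of Mpv17l2 depended on which libraries were included, since its adjusted p in edgeR rose from 0.0445 to 0.130 without control replicate 1, to 0.0875 without control replicate 3 and to 0.152 without IL-33 replicate 2, and was under 0.05 with any other 1 library left out, down to 4.9e-10 without IL-33 replicate 3.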

A total of 485 DEGs were finally obtained with |log2(fold change)| ≥0.585 and *p*adj value <0.05, and a volcano map of DEGs was shown in Fig. 2A. 

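The gene sets behind the GO and KEGG analysis of the paper are not among the deposited data, so other lists, written down before the counts were read, were tested with limma's camera at a preset correlation of 0.01 between genes and adjusted over 6 lists. All 43 genes of a published list of S phase genes were lower with IL-33, 38 of them with an adjusted p under 0.05 in edgeR, and the median log2 fold change of the list was -0.41 (limma's camera, adjusted p = 4.4e-20). Of 54 G2/M genes from the same source 52 were lower, with a median of -0.39 (limma's camera, adjusted p = 2.5e-21). Both lists kept adjusted p values under 0.05 under fry, at 6.2e-04 for the S phase genes and 0.00118 for the G2/M genes. With a correlation estimated from the libraries the adjusted p of camera was 0.133 for the S phase genes and 0.154 for the G2/M genes. Ung, Fen1, Cdc6, Rad51ap1, E2f8, Ccne2, Rrm2 and Clspn were among the S phase genes past both thresholds, which were 9 where 2.09 were expected by chance (Fisher's exact test, two-sided, adjusted p = 5.5e-04). Rrm2, the most abundant of these, fell from 217 ± 7.37 to 142 ± 4.81 CPM (SD, n = 3 in each group), a log2 fold change of -0.62 (standard error 0.036, adjusted p = 1.2e-28, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Fen1 rested on single libraries, since its adjusted p in edgeR of 0.0283 rose to 0.0897 in DESeq2, to 0.189 without control replicate 3 and to 0.127 without IL-33 replicate 2. Pimreg and Nek2 were the 2 G2/M genes past both thresholds, where 2.63 were expected.
Among 17 type 2 cytokines and regulators the median log2 fold change was -0.16 (limma's camera, adjusted p = 0.20), while Il5, Il13 and Areg rose and Il17rb, Il1rl1, Maf and Il9r fell past both thresholds. These 7 genes were more than the 0.827 expected by chance (Fisher's exact test, two-sided, adjusted p = 4.8e-05). Il13 rose from 72.2 ± 2.17 to 143 ± 7.54 CPM (SD, n = 3 in each group), a log2 fold change of 0.99 (standard error 0.042, adjusted p = 3.2e-39 in edgeR). The median of 12 regulatory T cell markers was 0.14 and their mean 0.019 (limma's camera, adjusted p = 0.0506). Ctla4 was higher and Itgae and Il1rl1 lower past both thresholds, 3 genes where 0.584 were expected (Fisher's exact test, two-sided, adjusted p = 0.0301).
Of 653 Reactome sets, 98 passed an adjusted p of 0.05 in camera at the preset correlation, 17 of them higher and 81 lower with IL-33. With the estimated correlation 0 sets passed, and 71 had an unadjusted p under 0.05. The sets with the smallest p were lower and belonged to cell division, among them Mitotic Prometaphase with 99 genes and a median of -0.26 (limma's camera, adjusted p = 4.8e-10) and DNA strand elongation with 32 genes and a median of -0.34 (limma's camera, adjusted p = 5.9e-10). The higher set with the smallest p was Glycolysis, with 26 genes and a median of 0.32 (limma's camera, adjusted p = 9.3e-06). The Reactome sets Apoptosis, with 139 genes and a median of -0.0072, and Cytokine Signaling in Immune system, with 192 genes and a median of -0.0031, had adjusted p values of 0.733 and 0.969 in camera. Camera looks for a common shift, so changes in opposite directions within a set can cancel. The paper's enrichment was of its called genes, and the overlap of called genes with these sets was not tested.

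**Figure D1:**
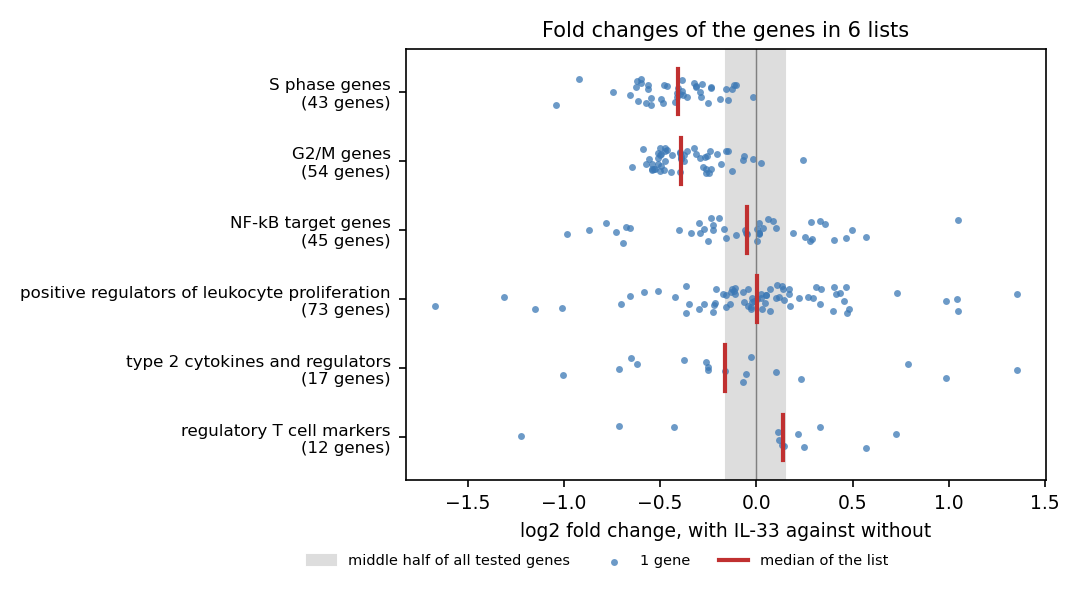
Log2 fold changes with IL-33 against without (horizontal axis) of the tested genes of 6 lists, 1 point per gene, with the median of each list as a red bar and the range between the quartiles of all tested genes as a grey band. All S phase genes lie below 0, and the points of the lower 4 lists spread to both sides of 0.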

GO (biological processes) and KEGG pathway enrichment analysis of the DEGs showed that the differences were mainly involved in the cell division, the regulation of apoptosis and proliferation, inflammatory response and cytokine mediated signaling pathway, among others (Fig. 2B, C), which suggested that IL-33 had extensive effects on DNT cell survival and biological functions. In addition, various signaling pathways, such as Janus kinase-signal transducer and activator of transcription (JAK-STAT) and nuclear factor kappa-B (NF-κB) pathways (Fig. 2B, C), were involved. 

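Of 45 tested genes on a list of NF-κB target genes 6 were past both thresholds, where 2.19 were expected by chance (Fisher's exact test, two-sided, adjusted p = 0.0301 over 6 lists). With the calls of DESeq2 the overlap was 5 genes (adjusted p = 0.0345 from the same test). Il6 was the 1 gene of the 6 that was higher with IL-33, and it rose from 5.28 ± 0.746 to 10.9 ± 0.710 CPM (SD, n = 3 in each group), a log2 fold change of 1.05 (standard error 0.14, adjusted p = 3.4e-10, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Plau, Ccl4, Nfkbid, Cd83 and Tnf were lower, with log2 fold changes from -0.98 for Plau to -0.65 for Tnf. The fall of Tnf was from 18.0 ± 2.02 to 11.5 ± 1.28 CPM (SD, n = 3 in each group, adjusted p = 2.0e-07 in edgeR). Ccl4, with an adjusted p of 0.0443 in edgeR, went above 0.05 in limma-voom and without any 1 of 5 libraries, control replicates 2 and 3 and IL-33 replicates 1, 2 and 3. Cd83, at 0.0183 in edgeR, did so in DESeq2 and without control replicate 3 or IL-33 replicate 3. No list of JAK-STAT genes was tested. The Reactome set Interleukin-2 signaling had 39 genes with a median log2 fold change of 0.042 (limma's camera, adjusted p = 0.267), and Activation of NF-kappaB in B cells had 64 genes with a median of -0.015 (limma's camera, adjusted p = 0.469). Such sets list the members of a pathway, and the levels of their transcripts do not measure its activity.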

GSEA showed that the positive regulation of leukocyte proliferation was increased (NES = 1.33, *P* = 0.0406; Fig. 2D). Moreover, compared with untreated DNT cells, DNT cells stimulated with IL-33 revealed downregulated proapoptotic genes (*Bik*, *Bcl2l11*, *St6gal1*, *Nr4a3*, *and Casp7*), and upregulated antiapoptotic genes (*Bcl-xl*, *Kit*, *Ndrg1*, *and Egr1*) (Fig. 2E). 

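The gene set of Fig. 2D is not among the deposited data, and a list of 94 positive regulators of leukocyte proliferation compiled before the counts were read took its place. Of the 73 genes of this list that could be tested, 37 were higher and 36 lower with IL-33. Their median log2 fold change was 0.0043 and their mean -6.6e-04, so that median and mean differ in sign. The list had an adjusted p of 0.485 in camera and of 0.0560 in fry. In fgsea, on genes ranked by the signed statistic of edgeR's quasi-likelihood test, its normalized enrichment score was 1.49 (permutation test with Benjamini-Hochberg adjustment over 6 lists, adjusted p = 0.0454). With 1 library left out at a time the median ran from -0.011 to 0.032 and was negative without control replicate 1, control replicate 2, IL-33 replicate 1 or IL-33 replicate 3. Il5, Il6, Il13 and Nod2 were higher and Xcl1, Cd4, Csf1 and Icosl lower past both thresholds, 8 genes where 3.55 were expected (Fisher's exact test, two-sided, adjusted p = 0.0301). With the calls of DESeq2 this overlap was 6 genes (adjusted p = 0.0516 from the same test). Csf1 fell from 66.0 ± 2.09 to 29.8 ± 1.21 CPM (SD, n = 3 in each group), a log2 fold change of -1.15 (standard error 0.059, adjusted p = 4.5e-33, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Il5 rose from 11.1 ± 1.22 to 28.3 ± 1.82 CPM (SD, n = 3 in each group), a log2 fold change of 1.35 (standard error 0.093, adjusted p = 2.9e-24 in edgeR). Nod2 and Cd4, both with low counts, went above an adjusted p of 0.05 in edgeR without any 1 of 4 libraries, control replicates 2 and 3 and IL-33 replicates 1 and 2 for Nod2 (which also did so in DESeq2 and without the filter on low counts), and control replicates 1 and 2 and IL-33 replicates 2 and 3 for Cd4.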

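The 8 of these genes reported here could all be tested, and the positions given are those of GENCODE M21 on GRCm38, matched by Ensembl identifier. Bik (ENSMUSG00000016758, chromosome 15 from 83526862 to 83544634) fell from 2.42 ± 0.464 to 1.69 ± 0.151 CPM (SD, n = 3 in each group), a log2 fold change of -0.52 (standard error 0.26, adjusted p = 0.127, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its counts were 42, 59 and 52 without IL-33 and 34, 39 and 36 with it, lower in all 3 libraries, and the change was not past the threshold on the adjusted p. Bcl2l11 (ENSMUSG00000027381, chromosome 2 from 128126038 to 128162547) fell from 488 ± 16.8 to 399 ± 10.3 CPM (SD, n = 3 in each group), a log2 fold change of -0.29 (standard error 0.029, adjusted p = 3.8e-15 in edgeR). For St6gal1 (ENSMUSG00000022885, chromosome 16 from 23224740 to 23360350) the level dropped from 5.39 ± 0.739 to 2.54 ± 0.621 CPM (SD, n = 3 in each group), and the log2 fold change was -1.09 (standard error 0.19, adjusted p = 2.0e-06 in edgeR). Nr4a3 (ENSMUSG00000028341, chromosome 4 from 48045153 to 48086447) fell from 64.1 ± 4.20 to 37.0 ± 2.16 CPM (SD, n = 3 in each group), a log2 fold change of -0.79 (standard error 0.058, adjusted p = 1.8e-22 in edgeR).
The 4 antiapoptotic genes were higher in every library with IL-33 than in every library without it. Bcl-xl, listed as Bcl2l1 (ENSMUSG00000007659, chromosome 2 from 152780668 to 152831728), rose from 82.6 ± 1.05 to 101 ± 2.69 CPM (SD, n = 3 in each group), a log2 fold change of 0.28 (standard error 0.042, adjusted p = 1.6e-08 in edgeR). Kit (ENSMUSG00000005672, chromosome 5 from 75574916 to 75656722) rose from 107 ± 5.32 to 176 ± 13.0 CPM (SD, n = 3 in each group), a log2 fold change of 0.72 (standard error 0.042, adjusted p = 2.5e-20 in edgeR). Ndrg1 (ENSMUSG00000005125, chromosome 15 from 66929318 to 66969640) rose from 45.1 ± 1.89 to 69.0 ± 7.82 CPM (SD, n = 3 in each group), a log2 fold change of 0.61 (standard error 0.059, adjusted p = 2.1e-12 in edgeR). The largest rise of these was in Egr1 (ENSMUSG00000038418, chromosome 18 from 34859823 to 34864984), from 222 ± 17.6 to 432 ± 14.7 CPM (SD, n = 3 in each group), with a log2 fold change of 0.96 (standard error 0.048, adjusted p = 3.2e-09 in edgeR). St6gal1, Nr4a3, Kit, Ndrg1 and Egr1 were past both thresholds, and Bcl2l11 and Bcl2l1 were past the threshold on the adjusted p alone. In each of 12 other fits, by DESeq2, limma-voom or edgeR under other settings or with 1 library left out, all 8 genes kept their direction and their side of the adjusted p threshold. Without IL-33 replicate 2 the log2 fold change of Ndrg1 was 0.52, under the fold change threshold.

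**Figure D2:**
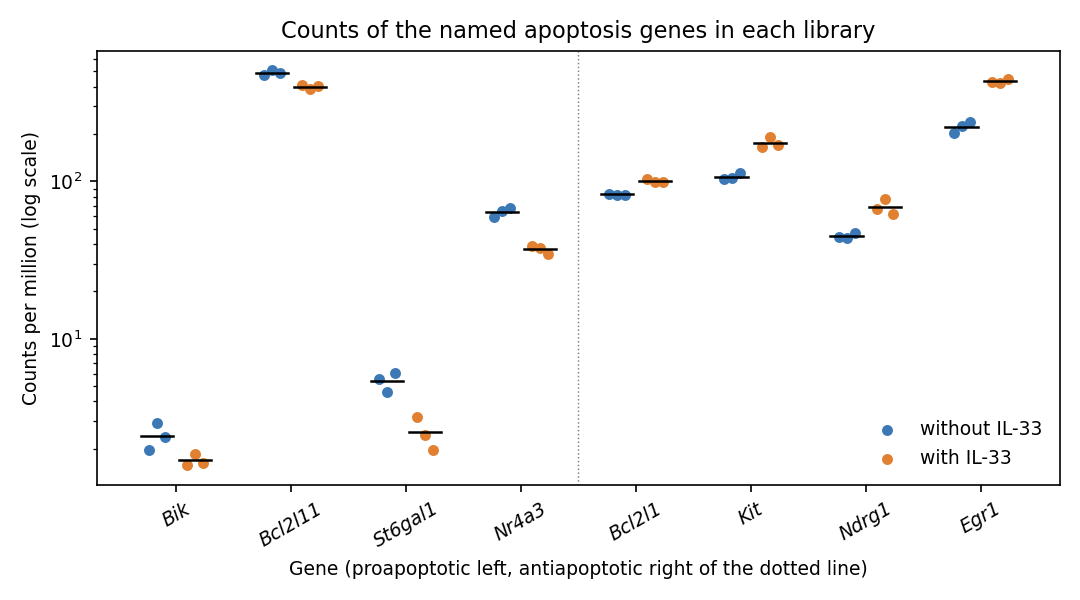
CPM (vertical axis, log scale) of the 8 genes in each library, without IL-33 in blue and with IL-33 in orange, with the mean of each group as a black bar. In each of the 4 genes left of the dotted line all 3 libraries with IL-33 lie below the 3 without it, and in each of the 4 genes on the right they lie above.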

We further confirmed these changes in the related genes by real-time PCR and flow cytometry. As shown in Figs. 2F–I and S4, IL-33 enhanced Bcl-2, Bcl-xl, and Survivin expression in DNT cells, while significantly downregulated expression *St6gal1, Nr4a3, Bax*, *and Bik* (Fig. 2F), which indicated that these molecules participated in IL-33-mediated regulation of DNT cells survival. Furthermore, we examined the expression of antiapoptotic proteins in CD45.1 positive DNT cells from B6D2F1 recipient mice. Bcl-2 (Fig. 2J), Bcl-xl (Fig. 2K), and Survivin (Fig. 2L) were upregulated after IL-33 administration. These experiments revealed that IL-33 regulated DNT cell survival through antiapoptotic proteins.

**Fig. 2:**
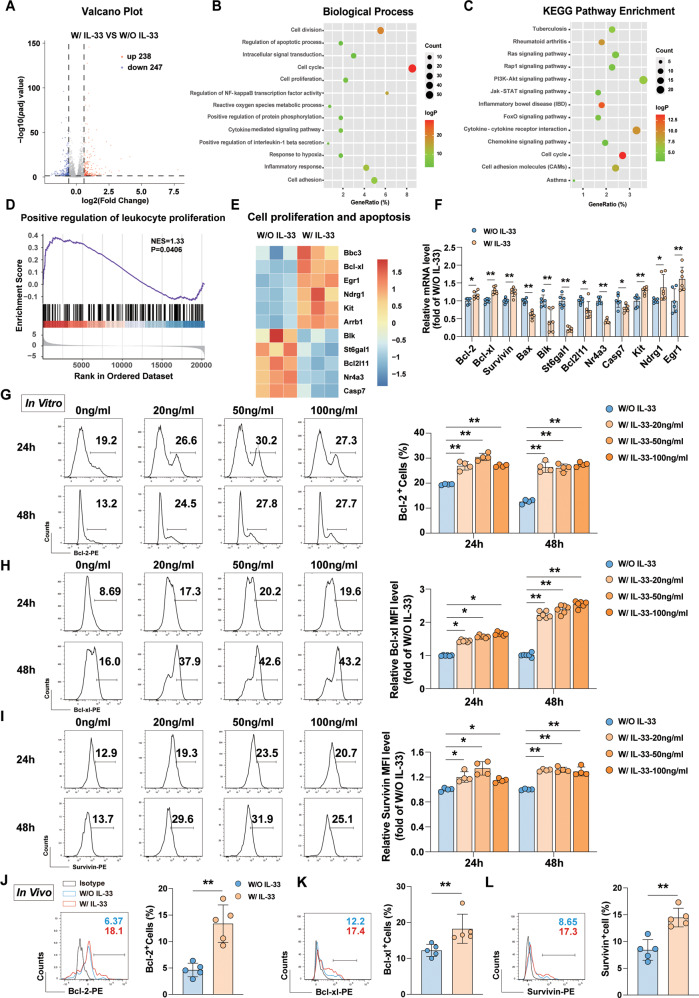
IL-33 promoted DNT cells survival by regulating Bcl-2, Bcl-xl, and Survivin expression. **A**–**E** Bulk mRNA sequencing data of DNT cells that were treated with or without IL-33 (50 ng/ml for 48 h). **A** A volcano plot in which each dot represents a gene with |log2(fold change)| ≥ 0.585 and *p*adj value < 0.05 (upregulated (238) and downregulated (247)). Enriched GO (**B**) and KEGG (**C**) pathway analyses were performed based on DEGs. **D** GSEA plot showing highly significant enrichment of positive regulation of leukocyte proliferation in DNT cells with IL-33 stimulation. **E** A heatmap of genes related to cell proliferation and survival. **F** Real-time PCR results showing the mRNA expression of the significantly changed genes related to cell survival after IL-33 stimulation of DNT cells (*n* = 6/group). DNT cells were stimulated with or without IL-33 for 24 h and 48 h in vitro. Representative flow cytometry plots and statistical analysis of Bcl-2 (**G**), Bcl-xl (**H**), and Survivin (**I**) levels (*n* = 4 or 6/group). Representative histogram plots and quantification of Bcl-2 (**J**), Bcl-xl (**K**), and Survivin (**L**) levels in adoptively transferred DNT cells in B6D2F1 recipient mice (*n* = 5/group). Data in **G**, **I** were analyzed using repeated measures One-way ANOVA post hoc Turkey’s test. Data in **F**, **J** and **L** were analyzed using unpaired Student’s *t* test without Welch’s correction (equal variances). Data in **K** were analyzed using Mann–Whitney test. Data are represented as the mean ± SD. *p < 0.05, **p < 0.01. See also Fig. S4.

### IL-33 promoted DNT cell survival via the TRAF4/6-associated NF-κB signaling pathway

IL-33 interacts with its receptor complex, leading to the recruitment of the adapter MyD88 (myeloid differentiation factor 88), IRAK (IL-1 receptor associated kinase), and TRAF6 (tumor necrosis factor receptor associated factor 6). 

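Sigirr (ENSMUSG00000025494), which encodes a receptor of the interleukin-1 receptor family and lies on chromosome 7 from 141091175 to 141100572 in GENCODE M21 on GRCm38, had 159 ± 7.64 CPM without IL-33 and 138 ± 0.305 with it (SD, n = 3 in each group). The log2 fold change was -0.20 (standard error 0.038, adjusted p = 7.4e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), below the fold change threshold, and all 3 libraries with IL-33 were lower than the 3 without it. With 1 library left out at a time the log2 fold change stayed between -0.24 and -0.17.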

As shown in Fig. 3A, B, transcriptome sequencing and mRNA analysis showed that the expression of single immunoglobulin interleukin 1 related receptor (*Sigirr*), which is an IL-33 activities inhibitor, was downregulated after IL-33 stimulation. 

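Among the genes of proteins that act downstream of the IL-33 receptor, Irak2 (ENSMUSG00000060477, chromosome 6 from 113638467 to 113695026 in GENCODE M21 on GRCm38) rose from 98.8 ± 0.366 to 125 ± 1.56 CPM (SD, n = 3 in each group). Its log2 fold change was 0.34 (standard error 0.04, adjusted p = 5.9e-12, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Traf4 (ENSMUSG00000017386, chromosome 11 from 78158499 to 78165589) rose from 16.3 ± 0.734 to 22.4 ± 1.72 CPM (SD, n = 3 in each group), a log2 fold change of 0.46 (standard error 0.089, adjusted p = 1.8e-05 in edgeR). In Irak2 and Traf4 every library with IL-33 was above every library without it. Myd88 (ENSMUSG00000032508, chromosome 9 from 119335934 to 119341411) had 44.9 ± 2.92 CPM without IL-33 and 46.8 ± 2.54 with it (SD, n = 3 in each group), and the log2 fold change of 0.062 was within the spread of replicates (standard error 0.059, adjusted p = 0.483 in edgeR). Traf6 (ENSMUSG00000027164, chromosome 2 from 101678429 to 101701669) had 88.6 ± 2.24 and 91.6 ± 5.27 CPM (SD, n = 3 in each group), a log2 fold change of 0.047 that was also within the spread (standard error 0.043, adjusted p = 0.461 in edgeR). Irak1bp1 (ENSMUSG00000032251, chromosome 9 from 82829540 to 82847687) had few counts, 14, 25 and 12 without IL-33 and 25, 30 and 33 with it. The log2 fold change of Irak1bp1 was 0.75 (standard error 0.37, adjusted p = 0.116 in edgeR), and in 12 other fits its adjusted p ran from 0.0406, without control replicate 2 at a log2 fold change of 1.17, to 0.370. None of these 5 genes reached both thresholds with all libraries, by edgeR or DESeq2.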

Intracellular regulators such as *Myd88, Irak2, Irak1bp1, Traf4, and Traf6* were upregulated. 

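A compiled list of 55 NF-κB target genes stood in for the set of Fig. 3C, which is not among the deposited data. Of the 45 genes of the list that were tested, 22 were higher and 23 lower with IL-33, and 28 had an adjusted p under 0.05 in edgeR. Their median log2 fold change was -0.049 and their mean -0.076, and with 1 library left out at a time the median lay nearer 0, from -0.043 to -0.0030. In camera at the preset correlation the list had an adjusted p of 0.484, with the direction lower. In fgsea, on the ranking by the signed statistic of edgeR, the direction was higher, with a normalized enrichment score of 1.15 (permutation test with Benjamini-Hochberg adjustment over 6 lists, adjusted p = 0.285). In fry, which compares the genes with no change at all and not with other genes, the list had an adjusted p of 0.00315. Of the members of the NF-κB family and its inhibitors on the list, 6 were lower at an adjusted p under 0.05 in edgeR, with log2 fold changes of -0.73 for Nfkbid, -0.40 for Relb, -0.34 for Rel, -0.29 for Nfkbia, -0.25 for Nfkbie and -0.20 for Nfkb2. Nfkbiz was higher, with 0.28, and Nfkb1 and Nfkbib were not past the threshold. Birc2 and Junb, 2 other genes of the list, had log2 fold changes of 0.29 and 0.36. Apart from Nfkbid and Nfkb1, which the rule for named genes holds, the genes named here were picked after their values had been seen.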

GSEA showed that NFKB_Q6_01 was related to the regulation of IL-33 on DNT cells (NES = 1.301, *P* = 0.0326, Fig. 3C). We also demonstrated changes in *RelA* and *P50*, which are key members in the canonical NF-κB signaling pathway, by real-time PCR (Fig. 3D). Moreover, flow cytometry analysis displayed that IL-33 stimulation increased IKKα/β and IκBα phosphorylation levels as well as P50 expression (Fig. 3E).

**Fig. 3:**
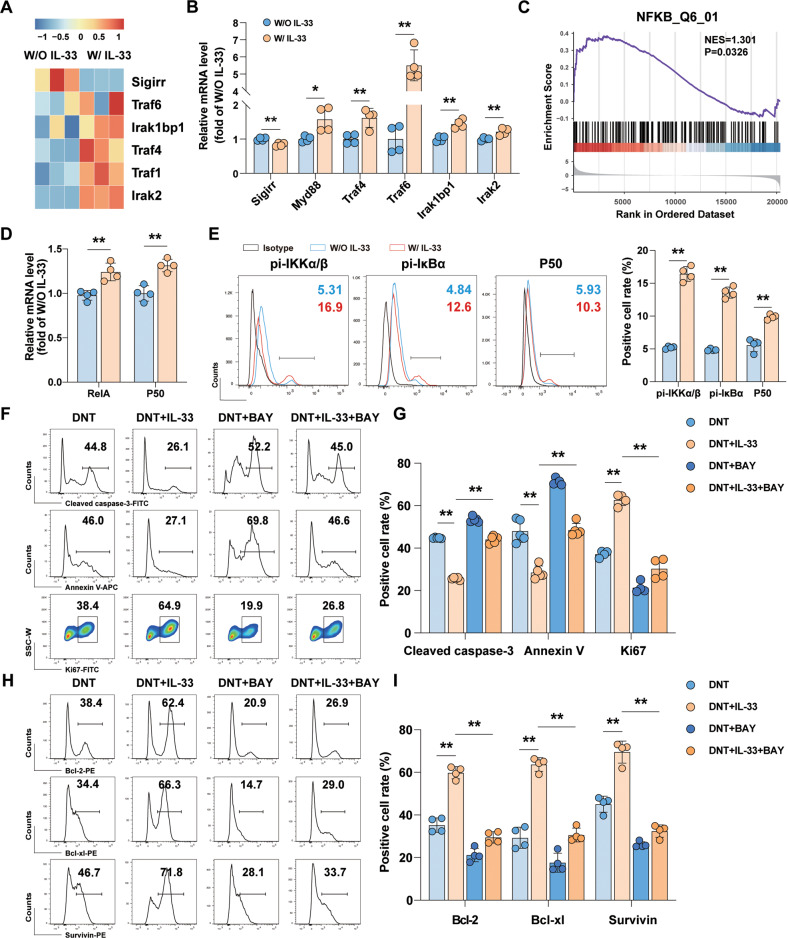
IL-33 promoted DNT cells survival via the NF-κB signaling pathway. **A** The data were presented as a heatmap exhibiting differential gene expression related to IL-33 signaling. **B** Genes mRNA expression was confirmed by real-time PCR after IL-33 stimulation (*n* = 4/group). **C** GSEA of a NFKB_Q6_01 gene set in DNT cells stimulated with IL-33 compared with control DNT cells. **D** Relative mRNA expression of NF-κB signaling pathway-related genes (*n* = 4/group). **E** Flow cytometric and statistical analysis of P50 protein expression, and the phosphorylation of IKKα/β and IκBα protein expression in DNT cells with or without IL-33 stimulation for 48 h (*n* = 4/group). Representative flow cytometry plots (**F**) and statistical analysis (**G**) of cleaved caspase-3^+^, Annexin V^+^ and Ki67^+^ DNT cells percentages after incubation with an NF-κB signaling inhibitor (BAY 11-7082) with or without IL-33 stimulation for 48 h (*n* = 4 or 5/group). Representative flow cytometry plots (**H**) and statistical analysis (**I**) of the Bcl-2^+^, Bcl-xl^+^, and Survivin^+^ DNT cells percentages after incubation with an NF-κB signaling inhibitor (BAY 11-7082) with or without IL-33 for 48 h (*n* = 4/group). Data in **B**, **D** and **E** were analyzed using unpaired Student’s *t* test with or without Welch’s correction depending on the *F*-test results. Data in **G** and **I** were analyzed using repeated measures One-way ANOVA post hoc Turkey’s test. The data are represented as the mean ± SD. *p < 0.05, **p < 0.01. See also Fig. S5.

To confirm the role of NF-κB signaling in IL-33-mediated regulation of DNT cells proliferation and survival, the cultures were treated with or without an NF-κB signaling inhibitor (BAY 11-7082, 0.5 μM) and IL-33 (50 ng/ml) to form the DNT, DNT+BAY, DNT+IL-33, and DNT+BAY+IL-33 groups. As an aforementioned result, cleaved caspase-3 expression and the apoptosis percentage of DNT cells were decreased, and an increase in the proliferation percentage was induced by IL-33 stimulation. BAY 11-7082 application displayed an impaired impact from antiapoptotic effect to antiapoptotic molecules expression. Cleaved caspase-3 expression and Annexin V positive rates were increased (Figs. 3F, G and S5A, B) as well as a decrease of Bcl-2, Bcl-xl and Survivin (Figs. 3H, I and S5C, D) in the presence of an NF-κB signaling inhibitor. These data thus demonstrated the functional relevance of the TRAF4/6-associated NF-κB signaling pathway in IL-33-mediated regulation of DNT cell proliferation and survival, which was accompanied by an increase of Bcl-2, Bcl-xl and Survivin expression in DNT cells.

### IL-33 stimulation did not enhance the expression of immunoregulatory molecules in DNT cells

To further clarify the impact of IL-33 on DNT cells function, we examined the immunosuppressive effect of IL-33-stimulated DNT cells on CD4^+^CD25^−^ T cells in vitro. In contrast to the simple MLR system, the proliferation of CD4^+^CD25^−^ T cells in DNT cell group was decreased. However, compared with that in DNT cell group, proliferation of CD4^+^CD25^−^ T cells did not change significantly in different doses of IL-33 pre-stimulated DNT cell groups (Fig. 4A, B). We then examined the apoptosis rate of CD4^+^ T cells, and pre-stimulation of DNT cells with IL-33 did not cause an increase in the frequency of Annexin V^+^ cells among CD4^+^ T cells (Fig. 4C, D). Furthermore, we compared the levels of cytotoxicity related genes between the two groups. *Perforin*, *Granzyme B*, and *Fasl*, which are the main effector molecules of DNT cells [13], were not altered in IL-33-pre-stimulated DNT cells. 

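In the libraries with IL-33 at 50 ng/ml for 48 h, perforin, listed as Prf1 (ENSMUSG00000037202, chromosome 10 from 61297833 to 61304680 in GENCODE M21 on GRCm38), had 1970 ± 62.4 CPM, against 1833 ± 61.6 without IL-33 (SD, n = 3 in each group). The log2 fold change of Prf1 was 0.10 (95% interval 0.058 to 0.15, adjusted p = 2.3e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Granzyme B, listed as Gzmb (ENSMUSG00000015437, chromosome 14 from 56258838 to 56262260), had 15481 ± 115 CPM, against 16798 ± 39.0 without IL-33 (SD, n = 3 in each group), a log2 fold change of -0.12 (95% interval -0.15 to -0.088, adjusted p = 2.1e-10 in edgeR). Fasl (ENSMUSG00000000817, chromosome 1 from 161780689 to 161788495) went from 93.5 ± 2.71 to 77.0 ± 0.256 CPM (SD, n = 3 in each group), a log2 fold change of -0.28 (95% interval -0.36 to -0.20, adjusted p = 3.6e-08 in edgeR). In all 3 genes the groups did not overlap, and the changes were larger than the spread between replicates and smaller than the fold change threshold.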

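Fig. 4E covers 17 cytotoxicity related genes in the libraries with and without IL-33. Of these, 6 had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 6 did adjusted over the list alone, which is not independent evidence since the paper shows these genes from the same libraries. The number with an unadjusted p under 0.05 was 7, and 0 were past both thresholds in edgeR or in DESeq2. Among the genes of receptors that the paper calls potentially inhibitory, Klra1 had 15.2 ± 1.13 CPM without IL-33 and 16.7 ± 0.604 with it (SD, n = 3 in each group), a log2 fold change of 0.14 (standard error 0.10, adjusted p = 0.303 in edgeR). Klra3, Klrb1b, Klrc1 and Klrg1 had lower levels, from 3.29 to 8.13 CPM in the group means, and their log2 fold changes were -0.37, -0.37, 0.28 and 0.21 with adjusted p values of 0.106, 0.139, 0.135 and 0.420 in edgeR. The 95% intervals of these 4 genes reach to -0.72 for Klra3, to -0.75 for Klrb1b, to 0.57 for Klrc1 and to 0.58 for Klrg1, so that a change near the fold change threshold was not excluded at this depth. The adjusted p of Klrc1 ran from 0.0383, without IL-33 replicate 3 at a log2 fold change of 0.41, to 0.601 over 12 other fits.
Among the genes of activating receptors Klrk1 had a log2 fold change of 0.04 (standard error 0.073, adjusted p = 0.739 in edgeR), and Klrc2 and Klri2, at 1.71 to 2.79 CPM, had 0.14 and 0.015 with standard errors of 0.23 and 0.29. Cd160 fell from 83.0 ± 1.81 to 75.8 ± 0.826 CPM (SD, n = 3 in each group), a log2 fold change of -0.13 (standard error 0.043, adjusted p = 0.0130 in edgeR). This call was lost without control replicate 3, at an adjusted p of 0.0845, and without IL-33 replicate 1, at 0.0633. The Klra, Klrb and Klrc genes belong to families of similar genes between which the counting could have split reads, so their values are uncertain. Of the other genes of Fig. 4E, Entpd1 was higher by 0.30 on the log2 scale (adjusted p = 2.8e-14 in edgeR) and Pdcd1 had a log2 fold change of -0.36 (adjusted p = 2.6e-07 in edgeR), while Nt5e, Tnfrsf4 and Havcr2 stayed above an adjusted p of 0.05.

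**Figure D3:**
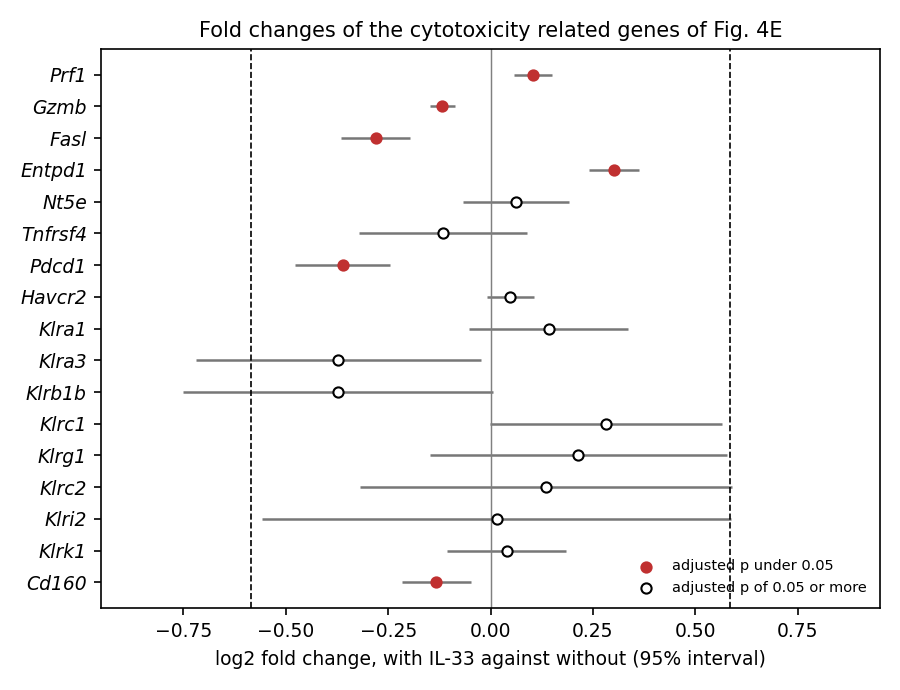
Log2 fold changes with IL-33 against without (horizontal axis) of the 17 genes of Fig. 4E, with 95% intervals as grey lines, filled points for an adjusted p under 0.05 and dashed lines at the fold change threshold of 0.585 on each side. All points lie between the dashed lines, and the intervals of the Klr genes with low counts are the widest.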

The expression of genes encoding potential inhibitory receptors, such as *Klra1*, *Klra3*, *Klrb1b*, *Klrc1*, and *Klrg1* [18], and activation receptors, such as *Klrc2*, *Klri2*, *Klrk1*, and *Cd160* [19] (Fig. 4E, F), in two groups were similar. These data revealed that IL-33 stimulation has little effect on immunoregulatory molecule expression in DNT cells.

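With 1 library left out at a time, 5 to 7 of the 17 genes of Fig. 4E had an adjusted p under 0.05 by edgeR's quasi-likelihood test, and 0 were past both thresholds each time. Prf1 and Entpd1 were the genes of this count that were higher with IL-33, and Gzmb, Fasl, Pdcd1 and Cd160 were lower, with all libraries included. From the heatmap of Fig. 4E and the real-time PCR of Fig. 4F the paper concludes that stimulation with IL-33 changes immunoregulatory molecules in DNT cells little.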

**Fig. 4:**
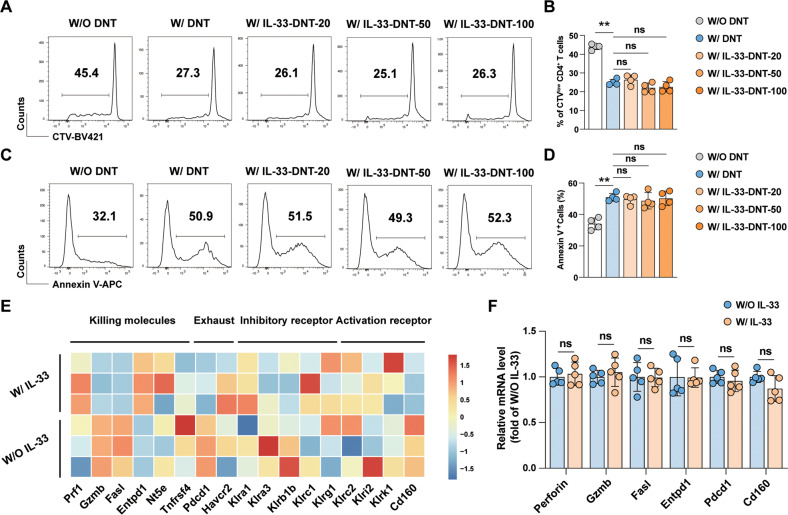
IL-33 did not enhance the expression of immunoregulatory molecules in DNT cells. DNT cells (2 × 10^5^/well) were pre-stimulated with or without IL-33 (20/50/100 ng/ml) for 48 h. Then, the culture medium was discarded, and DNT cells (0.5 × 10^5^/well) pre-stimulated with or without IL-33 were incubated with naive CD45.1^+^CD4^+^ T cells (2 × 10^5^/well) from C57BL/6 congenic mice and mDCs (0.5 × 10^5^/well) for 5 days, respectively. Representative flow cytometric (**A**) and statistical results (**B**) showing the proliferation of CD4^+^ T cells examined, as determined by CTV on the 5th day (*n* = 4/group). Representative histogram plots (**C**) and quantification (**D**) of the apoptosis rates of CD4^+^ T cells, as examined via Annexin V staining (*n* = 4/group). Heatmap (**E**) and quantitative real-time PCR-based confirmation (**F**) of the expression of leukocyte-mediated cytotoxicity related genes in IL-33-stimulated DNT cells (*n* = 5/group). Data in **B** and **D** were analyzed using repeated measures One-way ANOVA post hoc Tukey’s test. Data in **F** were analyzed using unpaired Student’s *t* test without Welch’s correction (equal variances). Data are represented as the mean ± SD. **p < 0.01, ns no significance.

### IL-33 enhanced DNT cell function by promoting its expansion

Because of the immunosuppressive effects of IL-33-pre-stimulated DNT cells on CD4^+^CD25^−^ T cells in vitro were not changed, IL-33 and DNT cells were added to the MLR system together. It is interesting that the proliferation of CD4^+^CD25^−^ T cells was further decreased and the apoptosis rate was increased in response to DNT cells with IL-33 co-stimulation compared with DNT cells only group (Fig. S6). IL-33 may affect the proliferation and apoptosis in DNT cells (Fig. 1) but not CD4^+^CD25^−^ T cells (Fig. S6). To identify whether exogenous IL-33 co-stimulation could promote the cytotoxicity function of DNT cells in vivo, CFSE labeled CD45.1^+^CD3^+^ T cells and CD45.2^+^ DNT cells were adoptively transferred into B6D2F1 mice (Fig. 5A). After 3 days of IL-33 administration, adoptively transferred CD45.1^+^ T cells in the spleen and lymph nodes were examined (gating strategy was shown in Fig. S7A). As shown in Fig. 5B, C, the proliferation of CD45.1^+^CD3^+^ T cells, CD45.1^+^CD4^+^ T cells and CD45.1^+^CD8^+^ T cells were inhibited by DNT cells. Furthermore, DNT cells combined with IL-33 induced a lower proliferation rate than the other groups. The apoptosis rates of CD45.1^+^ T cells were consistent with the results of CFSE analysis, as determined by flow cytometry (Fig. 5D, E). Splenocytes or cells in lymph nodes were obtained and incubated with fluorescent-labeled anti-mouse antibodies against CD45.2, H-2D^d^, CD3, and NK1.1 (gating strategy was shown in Fig. S7B), and the apoptosis rates of adoptively transferred DNT cells (CD45.2^+^H-2D^d−^CD3^+^NK1.1^−^) were decreased (Fig. 5F, G). Bcl-2 expression levels were increased after IL-33 administration (Fig. 5H, I). These results suggested that IL-33 could enhance DNT cell function by promoting its survival in vitro *and* in vivo.

**Fig. 5:**
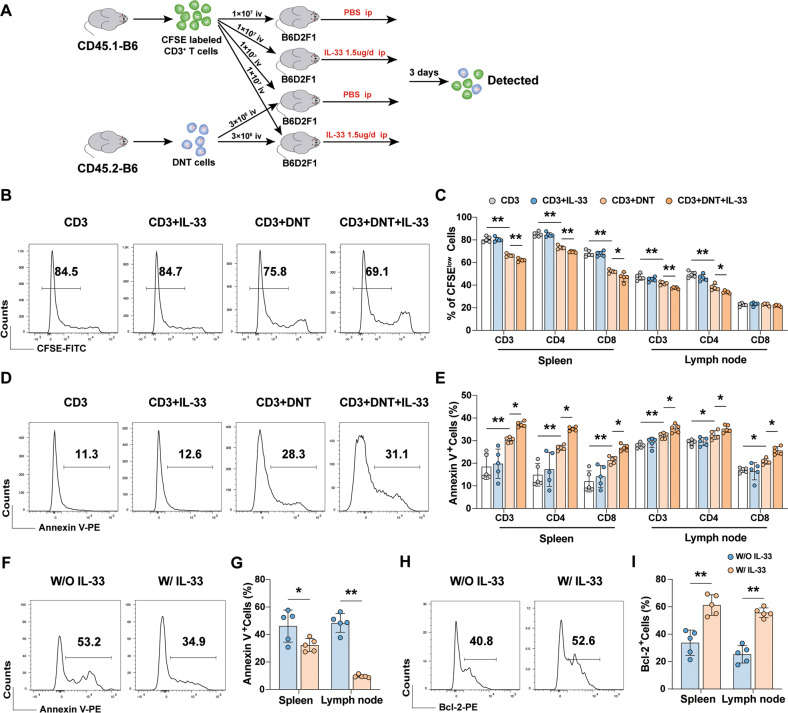
IL-33 enhanced DNT cell function by promoting its expansion. **A** Flowchart showing suppression test method in vivo. **B** Representative flow cytometric results showing the proliferation of adoptively transferred CD4^+^ T cells, as examined by CFSE in the spleen. **C** Statistical analysis of the percentage of proliferating CD3^+^ T cells, CD4^+^ T cells and CD8^+^ T cells in spleen and lymph nodes in each group. Representative flow cytometric results of apoptosis in adoptively transferred CD4^+^ T (**D**) and DNT cells (**F**) in the spleen. **E**, **G** Statistical analysis of the apoptosis rates in the spleen and lymph nodes in each group. **H** Representative flow cytometric results of Bcl-2 expression in adoptively transferred DNT cells in the spleen. **I** Quantification of Bcl-2 expression levels in spleen and lymph nodes in each group. Data in **C** and **E** were analyzed using One-way ANOVA post hoc Holm-Sidak’s test. Data in **G** and **I** were analyzed using unpaired Student’s *t* test with or without Welch’s correction. The data are represented as the mean ± SD, *n* = 5/group. *p < 0.05, **p < 0.01.

### DNT cell therapy combined with IL-33 could further ameliorate ConA-induced liver injury

Our previous study showed that DNT cells could ameliorate ConA-induced liver injury [9]. To further examine whether IL-33 could promote DNT cell-mediated maintenance of immune homeostasis in immune-mediated liver damage, we adoptively transferred converted CD45.2^+^ DNT cells to CD45.1 congenic C57BL/6 mice following with ConA and IL-33 administration (Fig. 6A). Consistent with previous observations, DNT cells significantly limited ConA-induced liver injury [9]. DNT cells combined with IL-33 further ameliorated liver injury compared with that in the DNT cells group. First, serum ALT levels were significantly decreased (Fig. 6B). Hepatocyte necrosis was also significantly reduced in the DNT cells combined with IL-33 group (Fig. 6C, D). The mRNA levels of the proinflammatory cytokines *Ifng*, *Tnfa*, *Il6*, and *Il17a* were also downregulated after DNT cells and IL-33 treatment in the liver tissue (Fig. 6E). The apoptosis and proliferation rates of adoptively transferred DNT cells in the liver and spleen were analyzed by Annexin V and Ki67 staining. With IL-33 administration, the apoptosis rates of DNT cells were decreased, and the proliferation rates and Bcl-2 expression were significantly increased (Fig. 6F). Flow cytometry analysis showed that IL-33 administration also increased the phosphorylation of IKKα/β and IκBα and the protein expression of P50 (Fig. 6G). We concluded that DNT cells could exert better effects on maintaining immune system homeostasis due to the proliferative effect of IL-33.

**Fig. 6:**
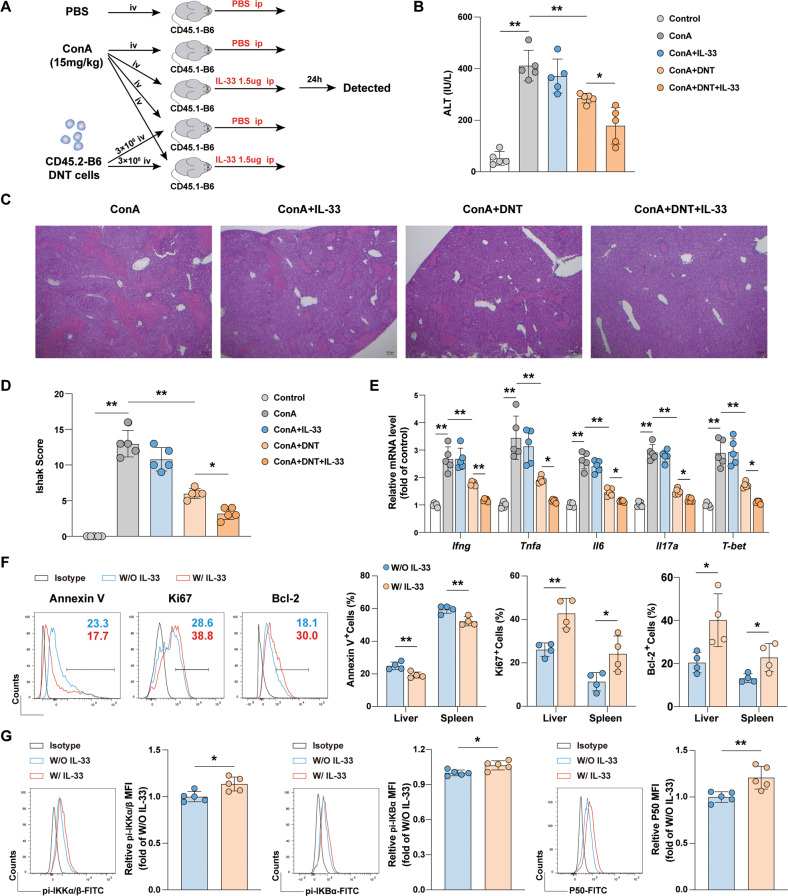
DNT cells therapy combined with IL-33 could further ameliorate ConA-induced liver injury. **A** Flowchart showing ConA, DNT cells and IL-33 administration in each group. **B** Serum ALT was measured in each group. **C** Representative H&E staining of the liver. **D** Liver pathological scores in each group. **E** Relative mRNA levels of *Ifng, Tnfa, Il6, Il17a*, and *T-bet* in liver tissues. **F** Representative histogram plots showing the quantification of Annexin V, Ki67 and Bcl-2 in CD45.2^+^ DNT cells in the liver and spleen in ConA+DNT and ConA+DNT+IL-33 groups. **G** Representative histogram plots and quantification of IKKα/β and IκBα phosphorylation and P50 protein expression in CD45.2^+^ DNT cells in the two groups. Data in **B** and **D** were analyzed using One-way ANOVA post hoc Tukey’s test. Data in **E** were analyzed using One-way ANOVA post Holm-Sidak’s test. Data in **F** and **G** were analyzed using unpaired Student’s *t* test without Welch’s correction (equal variances). The data are represented as the mean ± SD, *n* = 4 or 5/group. *p < 0.05, **p < 0.01.

### IL-33 stimulation promoted proliferation and inhibited apoptosis in human DNT cells

To determine whether our findings were relevant to humans, DNT cells were isolated from PBMCs. After expansion in vitro, DNT cells were detected by flow cytometry (gating strategy was shown in Fig. S8). As shown in Fig. 7A, B, IL-33 stimulation significantly reduced the apoptosis rates and increased the proliferation rates of DNT cells at 24 h and 48 h. The expression of survival and apoptosis related genes, the TRAF-associated NF-κB signaling pathway and cytotoxicity related genes changes were similar to previous observations in mouse DNT cells. IL-33 promoted DNT cells survival by regulating the expression of antiapoptotic-related genes such as *Bcl-2*, *Bcl-xl*, and *Survivin* (Fig. 7C). IL-33-TRAF-NF-κB pathway mediated survival signals transmission in DNT cells (Fig. 7D). No significant difference was found in immunoregulatory molecules expression between DNT cells and IL-33 stimulated DNT cells (Fig. 7E, F).

**Fig. 7:**
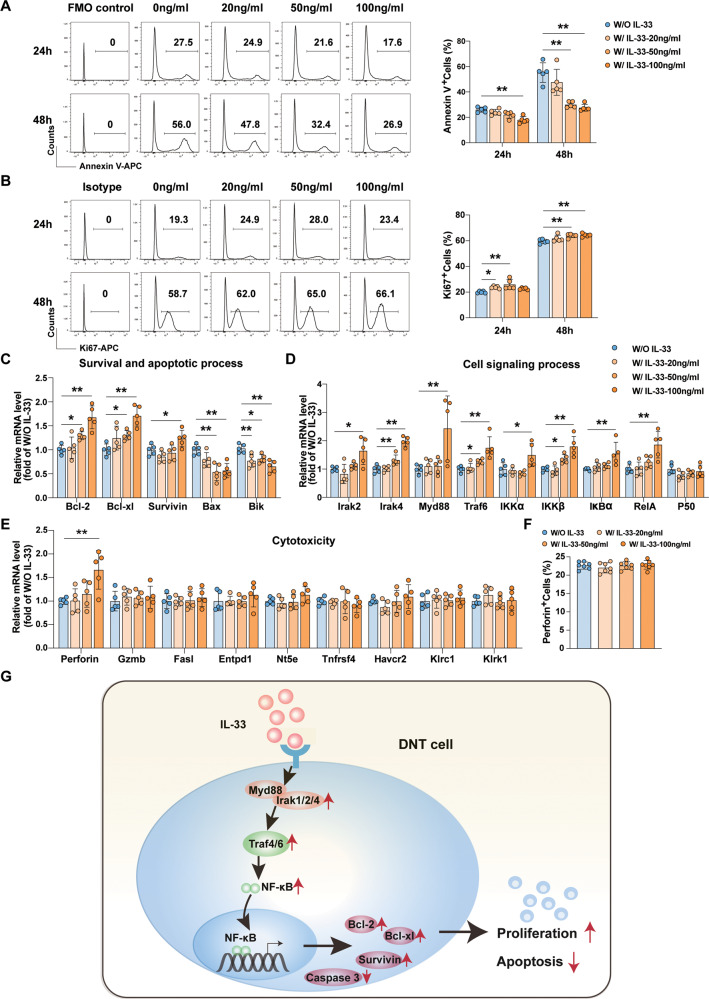
IL-33 stimulation promoted human DNT cell proliferation and survival in vitro. Human DNT cells were stimulated with or without IL-33 for 24 h and 48 h in vitro. Representative histogram plots and quantification of Annexin V (**A**) and Ki67 (**B**) levels in each group. Cell survival (**C**), cell signaling process (**D**), and cytotoxicity (**E**) related genes mRNA expression in response to IL-33 stimulation for 48 h. **F** Quantification of perforin expression levels by flow cytometric analysis in response to IL-33 stimulation for 48 h. **G** Proposed mechanism of IL-33 regulating DNT cells proliferation and survival. Data in **A**, **B** and **F** were analyzed using repeated measures One-way ANOVA post hoc Dunnett’s test. Data in **C**–**E** were analyzed using One-way ANOVA post hoc Dunnett’s test. The data are represented as the mean ± SD, *n* = 5/group. *p < 0.05, **p < 0.01.

## Discussion

IL-33 is a pleiotropic cytokine that enhances differentiation and expansion of Th1, Th2, CD8^+^ T cells, and Treg cells subsets with receptor complex [20–22]. Of note, the effect of IL-33 on regulatory cells expansion contributes to the maintenance of immune homeostasis [23, 24]. In this study, we presented evidence that IL-33 activities extended to DNT cells, a kind of T cell that mediated immune regulatory function.

Transcriptome sequencing analysis showed that IL-33 enhanced different biological functions of DNT cells, especially proliferation and survival. DNT cells exposed to IL-33 had higher proliferation rates and diminished apoptosis rates both in vitro and in vivo. Previous studies reported that IL-33 attenuated mast cells apoptosis primarily through Bcl-xl [25]. Moreover, IL-33 greatly enhanced CD8^+^ T cell survival by upregulating Bcl-2 expression [26]. Mechanistically, we found that IL-33 drove the expression of the antiapoptotic protein Bcl-2, Bcl-xl, and Survivin in DNT cells. Our previous study also demonstrated that Bcl-2, Bcl-xl, Bcl-2L11, and the cell cycle progression related protein Survivin participated in DNT cells survival regulation [27]. Therefore, the finding in this study is not only overlaps with the pathway by which IL-33 supports the survival of other cell types [28, 29], but is also consistent with our previous findings.

Membrane ST2 and IL-1R accessory protein (IL-1RAcP), which is a coreceptor shared with other IL-1 family members, are the main components of the IL-33 receptor complex [30]. The expression of ST2 was examined on Th2 cells, together with Th1 and cytotoxic T cells as well as Treg cells. We first demonstrated that ST2 was expressed on DNT cells. Other receptors may also play a key role in the conduction of IL-1 family cell signaling. With the results from real-time PCR examination, we found that *Sigirr* was downregulated, though the expression level of ST2 was stable. Sigirr serves a negative regulatory function on ILR and TLR-mediated pathways possibly by trapping IRAK1 and TRAF6, while the extracellular domain may interfere with heterodimerization of ST2 and IL-1RAcP [31]. Therefore, we hypothesized that the change in Sigirr expression could contribute to the signaling conduction in DNT cells. The Toll/IL-1 receptor (TIR) domains of IL-33 receptor binding to adapter molecules initiated the cell signaling transduction. We also detected the expression of classical intracellular adapter molecules at the mRNA level, and MyD88 and IRAK were upregulated by IL-33 stimulation. TRAF4 (tumor necrosis factor receptor associated factor 4), which is a member of the TRAF family, can modulate the function of Treg cells [32]. We found that not only TRAF4 but also TRAF6 was significantly overexpressed by IL-33 stimulation in DNT cells.

IL-33 and its receptors could alter the expression of genes which are correlated with activation of MAPKs and NF-κB cell signaling [33]. In our study, we confirmed the drastically increased levels of IKKα/β and IκBα phosphorylation, and p50 nuclear import in IL-33-stimulated DNT cells, accompanied with changes in Bcl-2, Bcl-xl and Survivin. Taken together, these findings demonstrated that it was most likely that IL-33 stimulation enhanced DNT cells survival with increasing expression of Bcl-2, Bcl-xl and Survivin due to TRAF4/6- NF-κB cell signaling.

IL-1 family members can not only promote effector T cell expansion [34] but also play an important role in the function of these cells [35]. Lucas et al. showed that IL-33 could activate Treg cells to suppress innate γδ T cell responses [36]. Recent study verified IL-33 promoted Treg cells function in intestinal tissues not only via enhancing transforming growth factor-β1 (TGF-β1) mediated differentiation but also providing a necessary signal for Treg cells accumulation and maintenance [24]. As a new kind of immunoregulatory cell, DNT cells highly express cytotoxic lymphocyte-related cytokines such as perforin and granzyme B. Studies have shown that DNT cells possess an immune regulatory function, capable of controlling anti-donor T cell responses in allo- and xenotransplantation through Fas-Fas ligand interaction [37]. Sequencing analysis and quantitative PCR results verified perforin, granzyme B and Fasl, as well as potential activation and inhibitory receptors expression of DNT cells were not elevated by IL-33 stimulation, and the immunosuppressive effect of DNT cells, pre-stimulated with IL-33, was not enhanced. However, DNT cells could further exaggerate cell death in proliferating CD4^+^ T cells when IL-33 was added together in vitro and in vivo. IL-33 is elevated in liver injury [38–41], and the IL-33/ST2 axis can prevent ConA-induced liver injury [42, 43]. Moreover, DNT cells therapy combined with IL-33 further ameliorated ConA-induced liver injury. Furthermore, the apoptosis rate of DNT cells was decreased, and Bcl-2 expression was increased by IL-33 administration. Therefore, we hypothesized that IL-33 could enhance DNT cells function by promoting expansion without directly influencing key immunoregulatory molecules. In addition, IL-33 elevation is found in allergic asthma [44], and DNT cells ameliorated allergic asthma [11] may partially by IL-33-induced expansion. However, the effect of IL-33 on ST2^+^ DNT cells is not clear and requires further in depth exploration.

In conclusion, our findings provided a new understanding of IL-33 and DNT cells that IL-33-mediated DNT cells proliferation and survival occurred via TRAF-NF-κB signaling, and was accompanied with increased Bcl-2, Bcl-xl, and Survivin expression (Fig. 7G). These findings may have important implications in DNT cells-based cell therapy in the future.

## Supplementary information

Supplementary figure

Supplementary table

Reproducibility checklist

## Data Availability

The analyzed data sets generated during the study are available from the corresponding author on reasonable request.

# Supplementary material for: IL-33 promotes double negative T cell survival via the NF-κB pathway
**Source:** Cell Death Dis. 2023 Apr 5;14(4):242. doi: 10.1038/s41419-023-05766-4
**Supplement:** Supplementary file 1 — Supplementary figure

**Supplementary Figures**

**
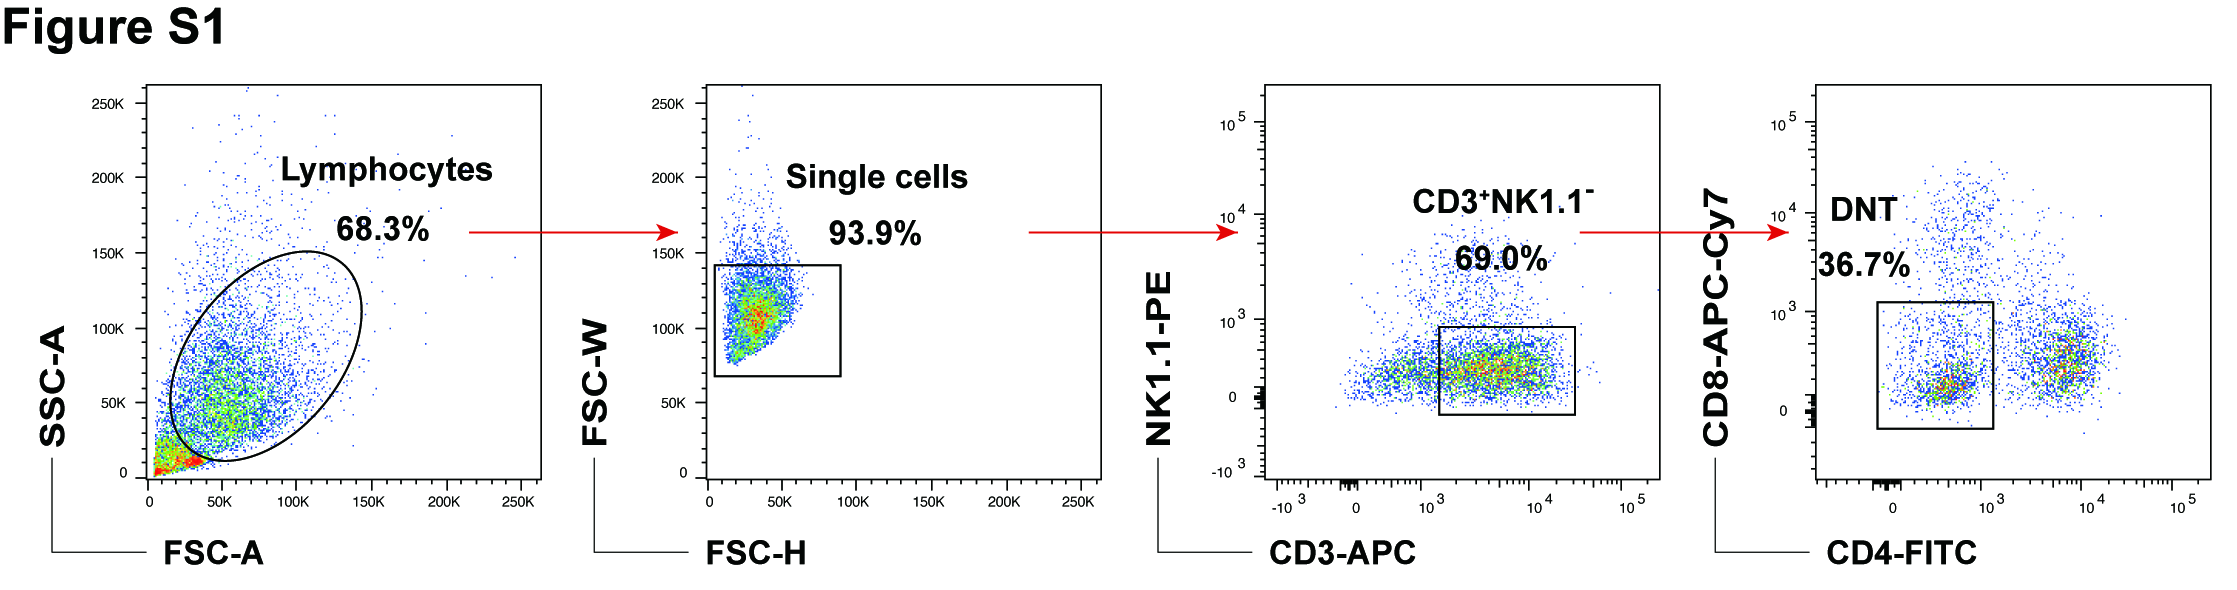
**

**Figure S1. Gating strategy of converted DNT cells.** Upon stimulation with mDCs and IL-2 in a mixed lymphocyte reaction, seven days later, CD4^+^CD25^−^ T cells showed a conversion to DNT cells. Converted DNT cells (CD3^+^NK1.1^−^CD4^−^CD8^−^) were sorted.

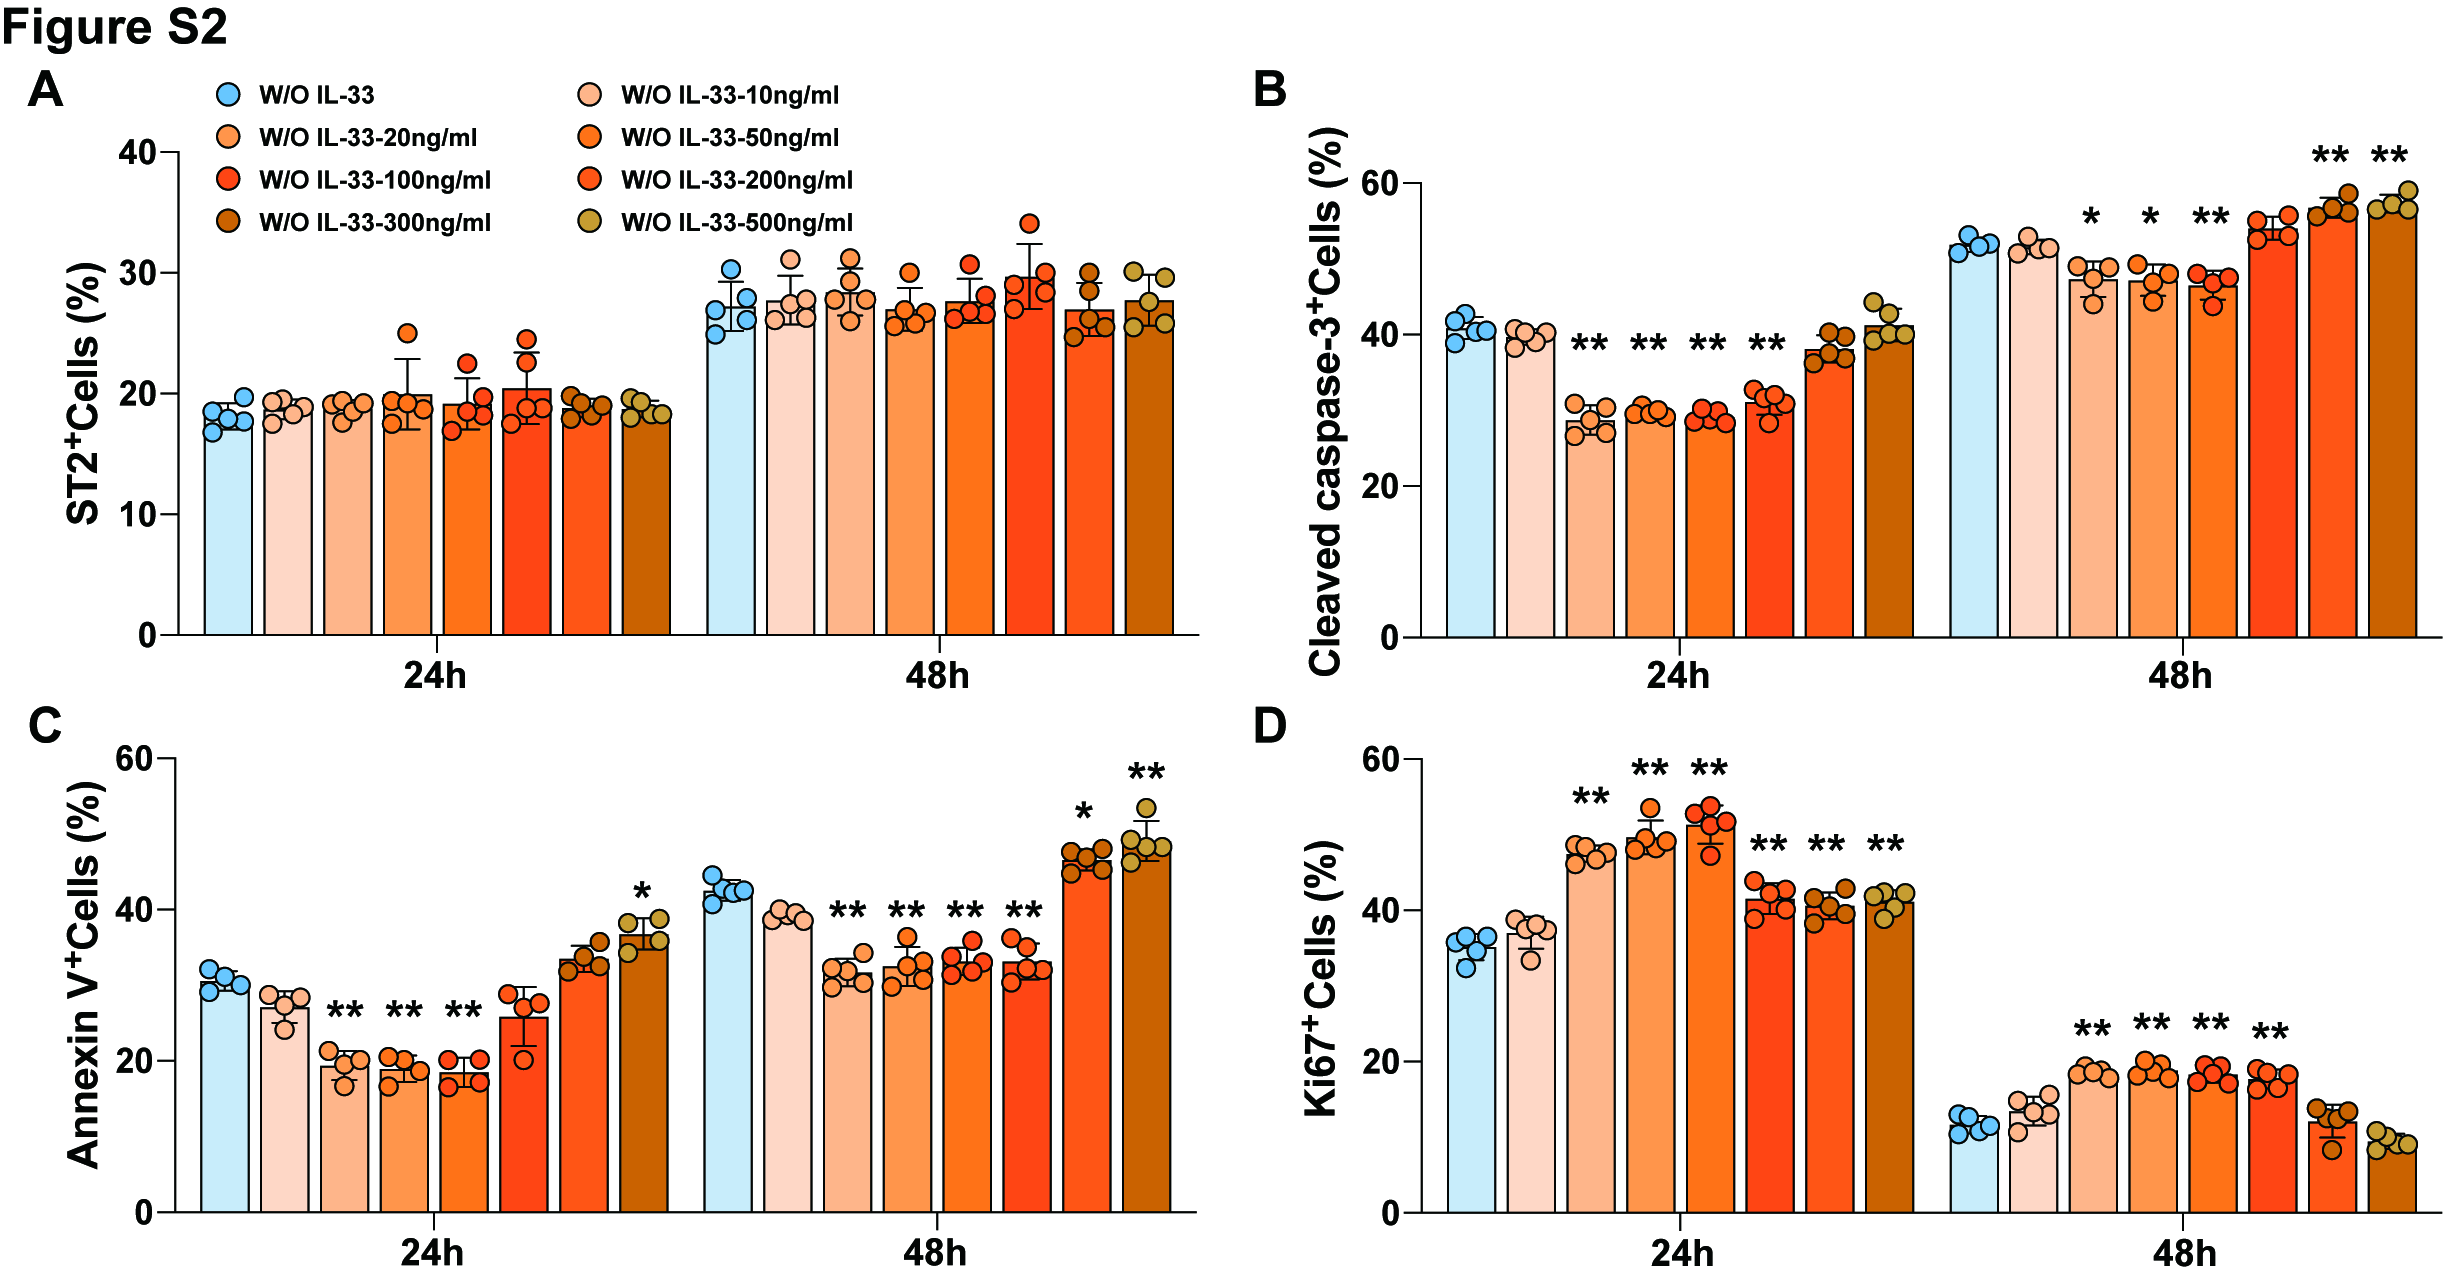

**Figure S2. IL-33 regulated the survival of DNT cells in different concentrations.** Converted DNT cells were stimulated with or without IL-33 for 24 h and 48 h *in vitro*. Statistical analysis of ST2 **(A)**, cleaved caspase 3 **(B)**, Annexin V **(C)** and Ki67 expression **(D)** levels were performed (n=4 or 5/group). Data in (**A-D**) were analyzed using repeated measures One-way ANOVA post hoc Turkey’s test. Data are represented as the mean ± SD. *P < 0.05, **P < 0.01.

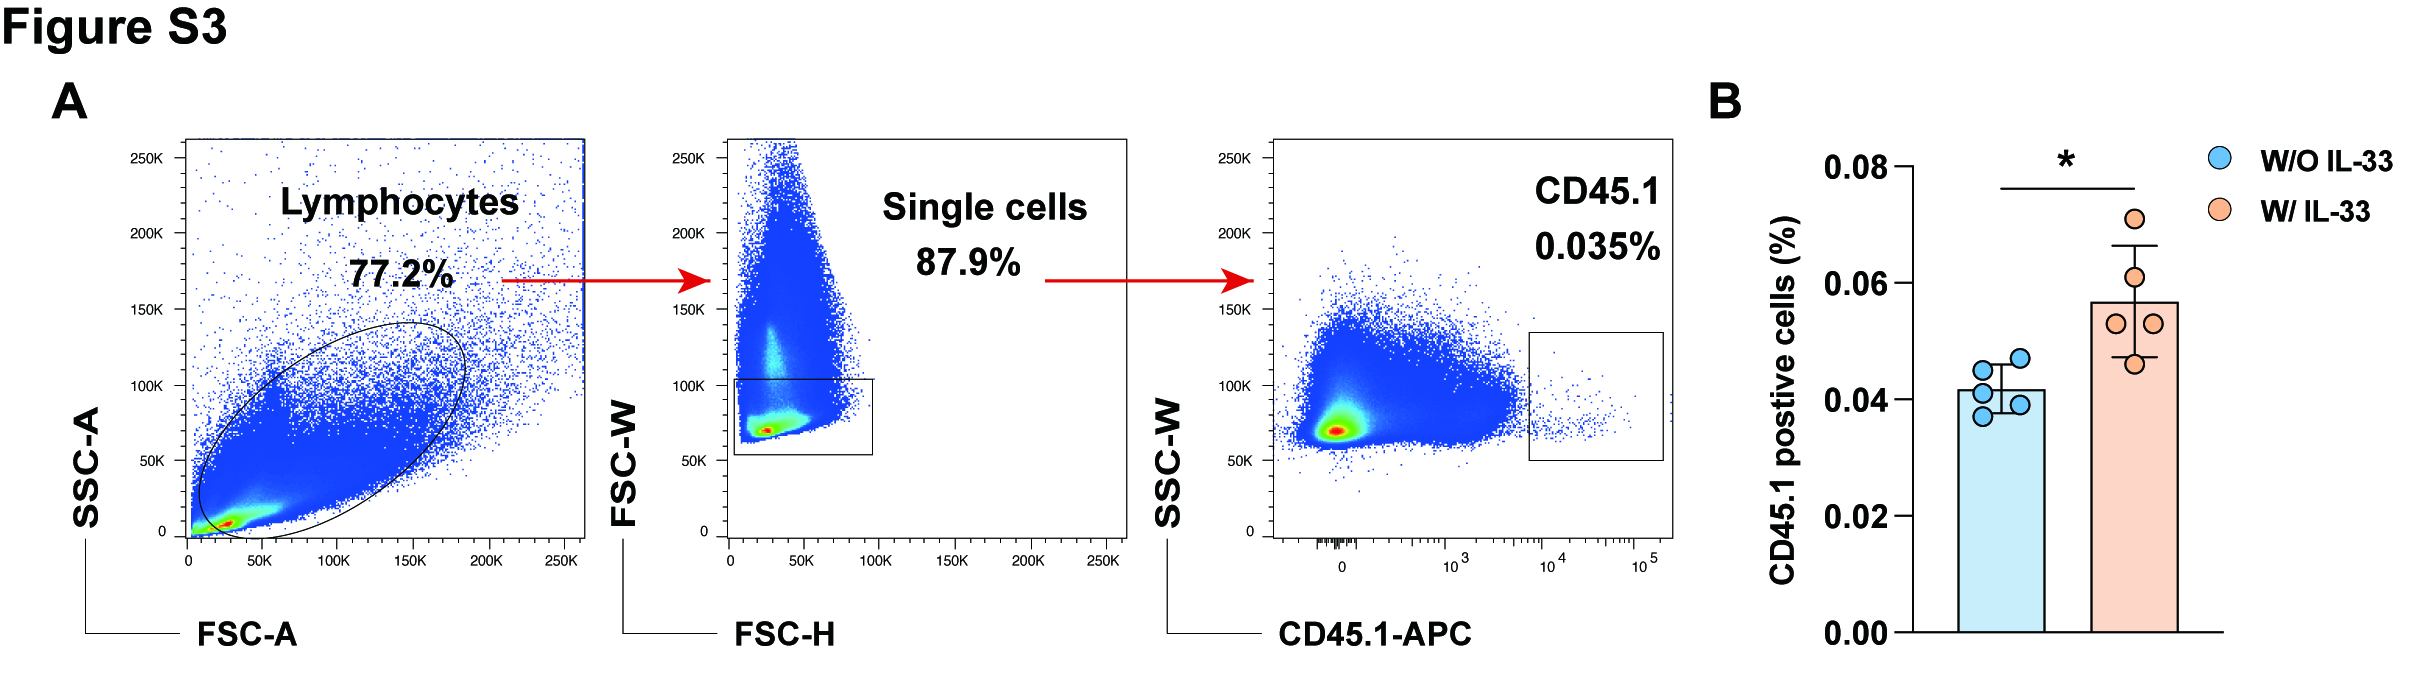

**Figure S3. Gating strategy and the percentage of adoptively transferred DNT cells between W/O IL-33 and W/ IL-33 groups. (A)** Splenocytes of B6D2F1 mice were stained with anti-mouse CD45.1 antibody, DNT cells (CD45.1^+^ cells) were gated. **(B)** Statistical analysis of the percentage of adoptively transferred DNT cells between W/O IL-33 and W/ IL-33 groups. Data in (**B**) were analyzed using unpaired Student’s *t* test without Welch’s correction (equal variances). Data are represented as the mean ± SD. *P < 0.05.

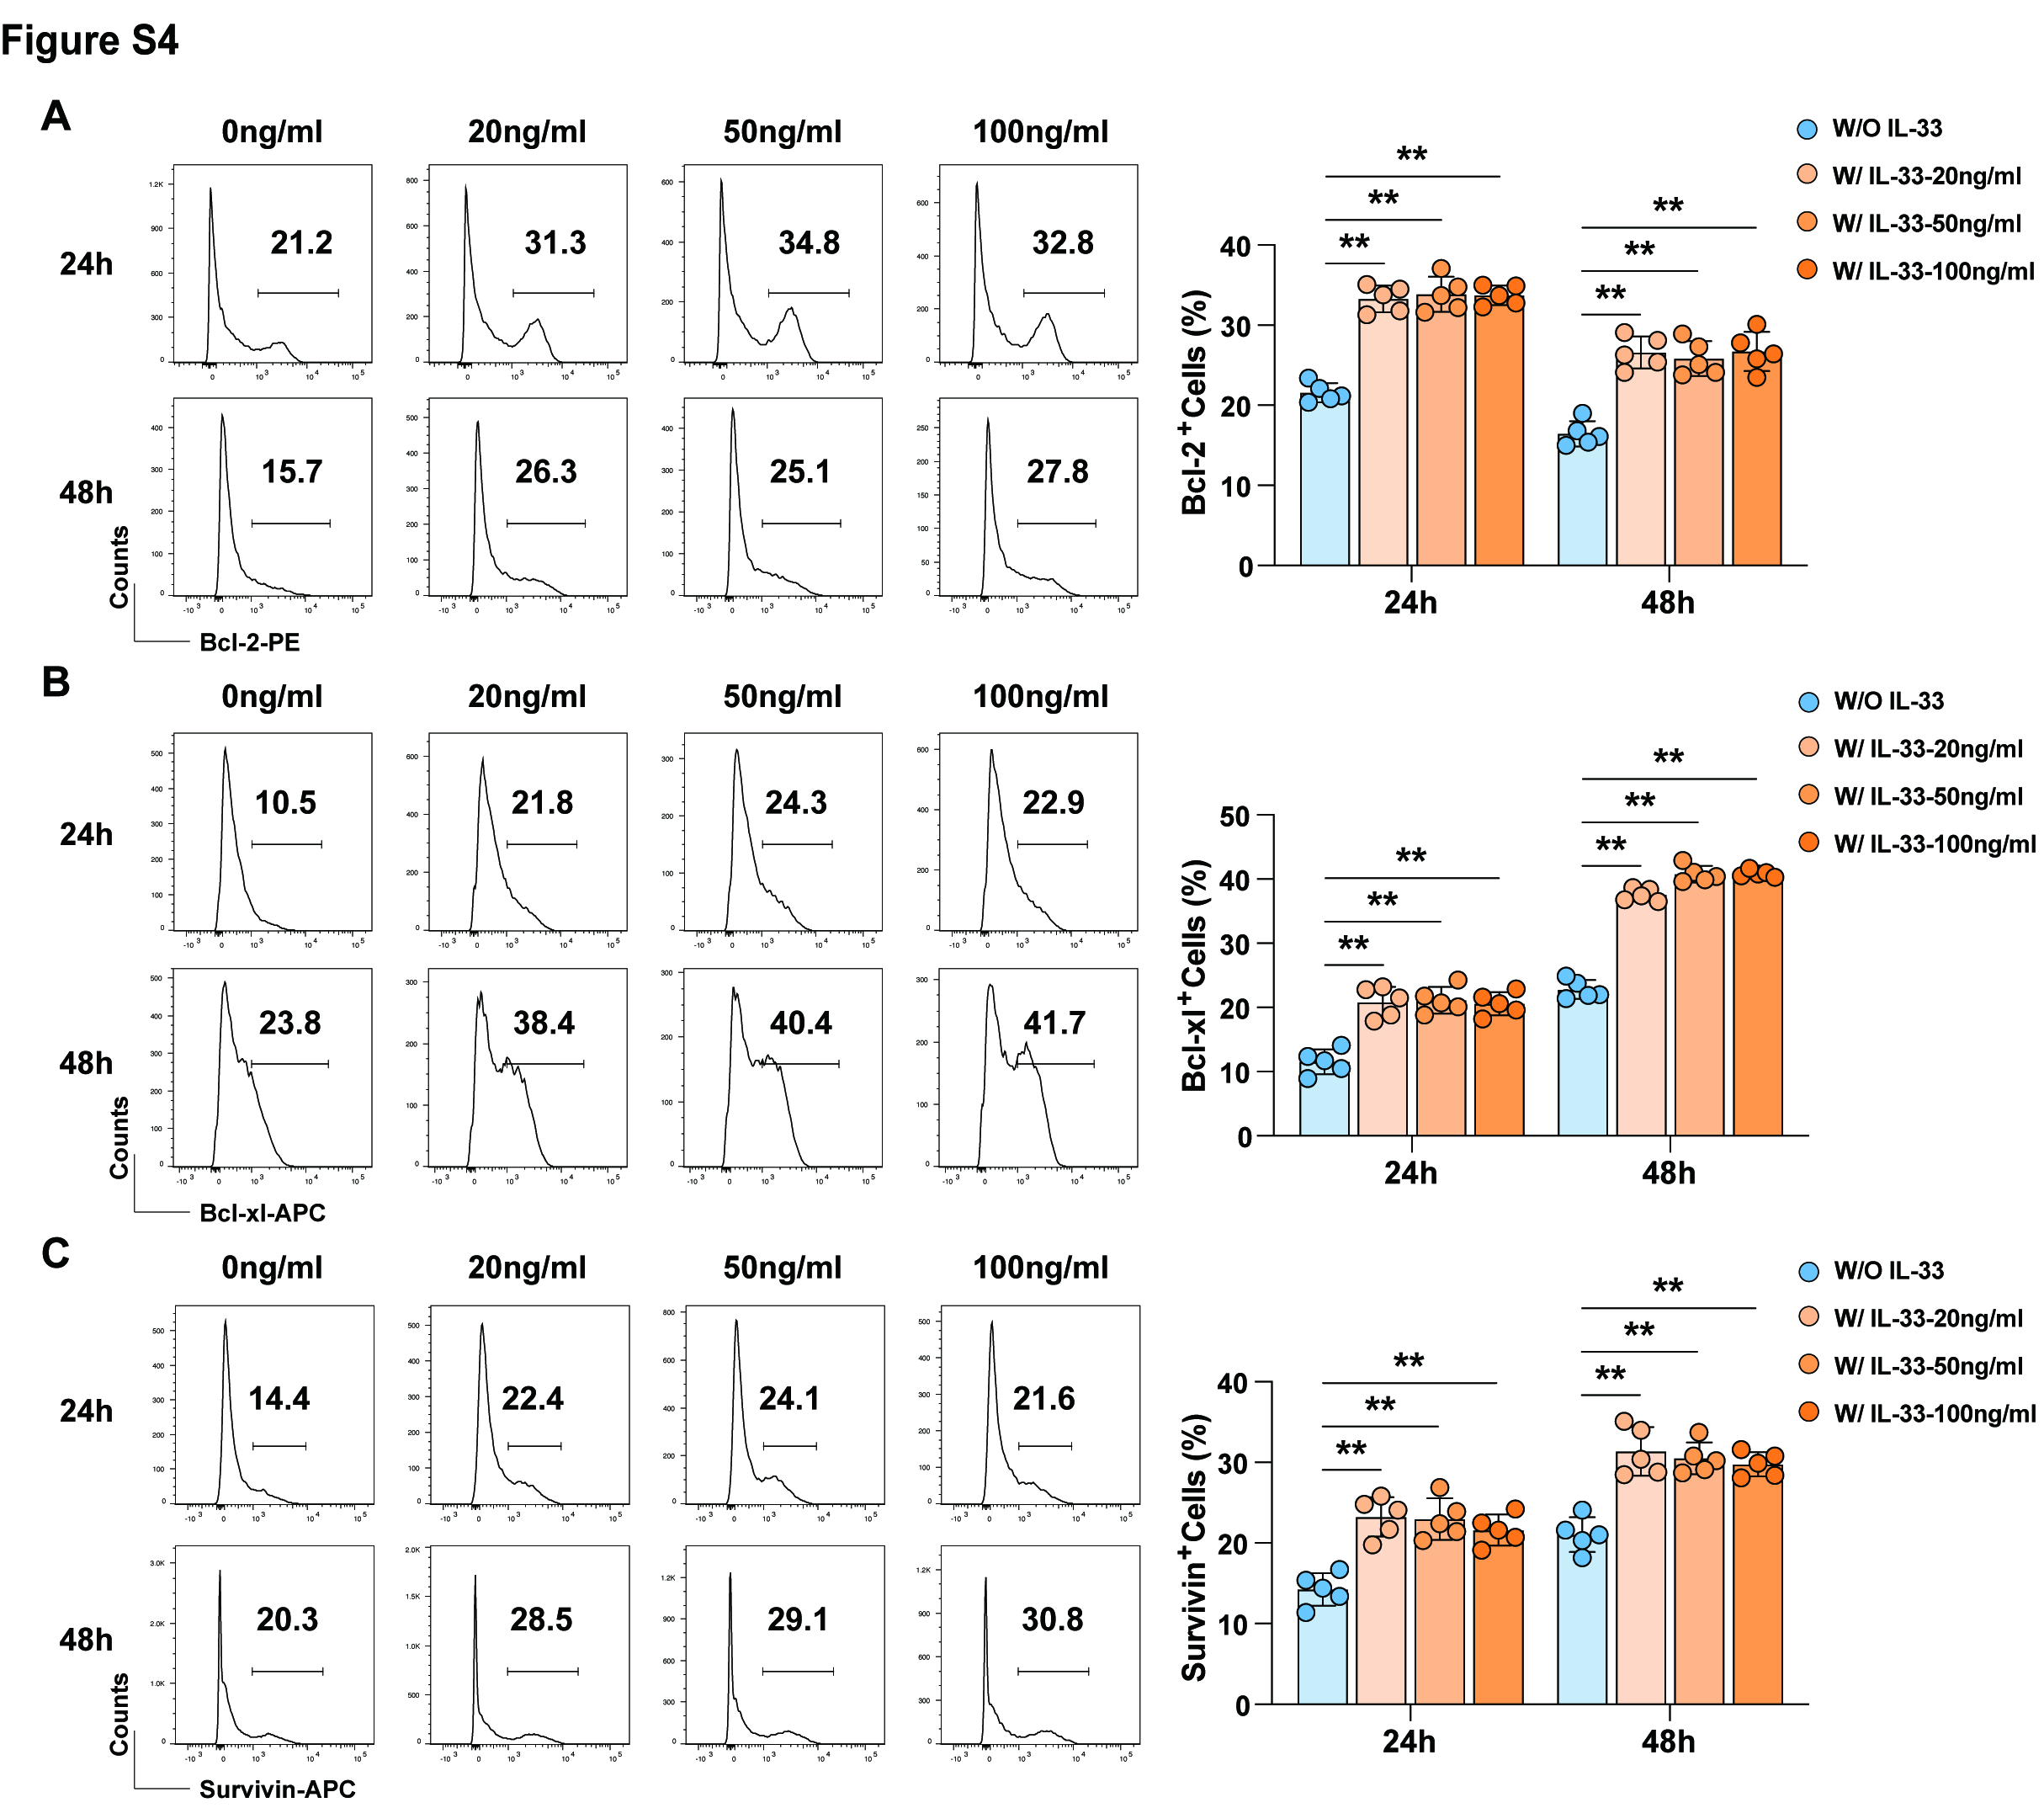

**Figure S4. IL-33 promoted Bcl-2, Bcl-xl and Survivin expression on DNT cells**. DNT cells were stimulated with or without IL-33 for 24 h and 48 h *in vitro*. Representative flow cytometry plots and statistical analysis of Bcl-2 (**A**), Bcl-xl (**B**), and Survivin (**C**) levels (n=5/group). Data in (**A-C**) were analyzed using repeated measures One-way ANOVA post hoc Turkey’s test. Data are represented as the mean ± SD. **P < 0.01.

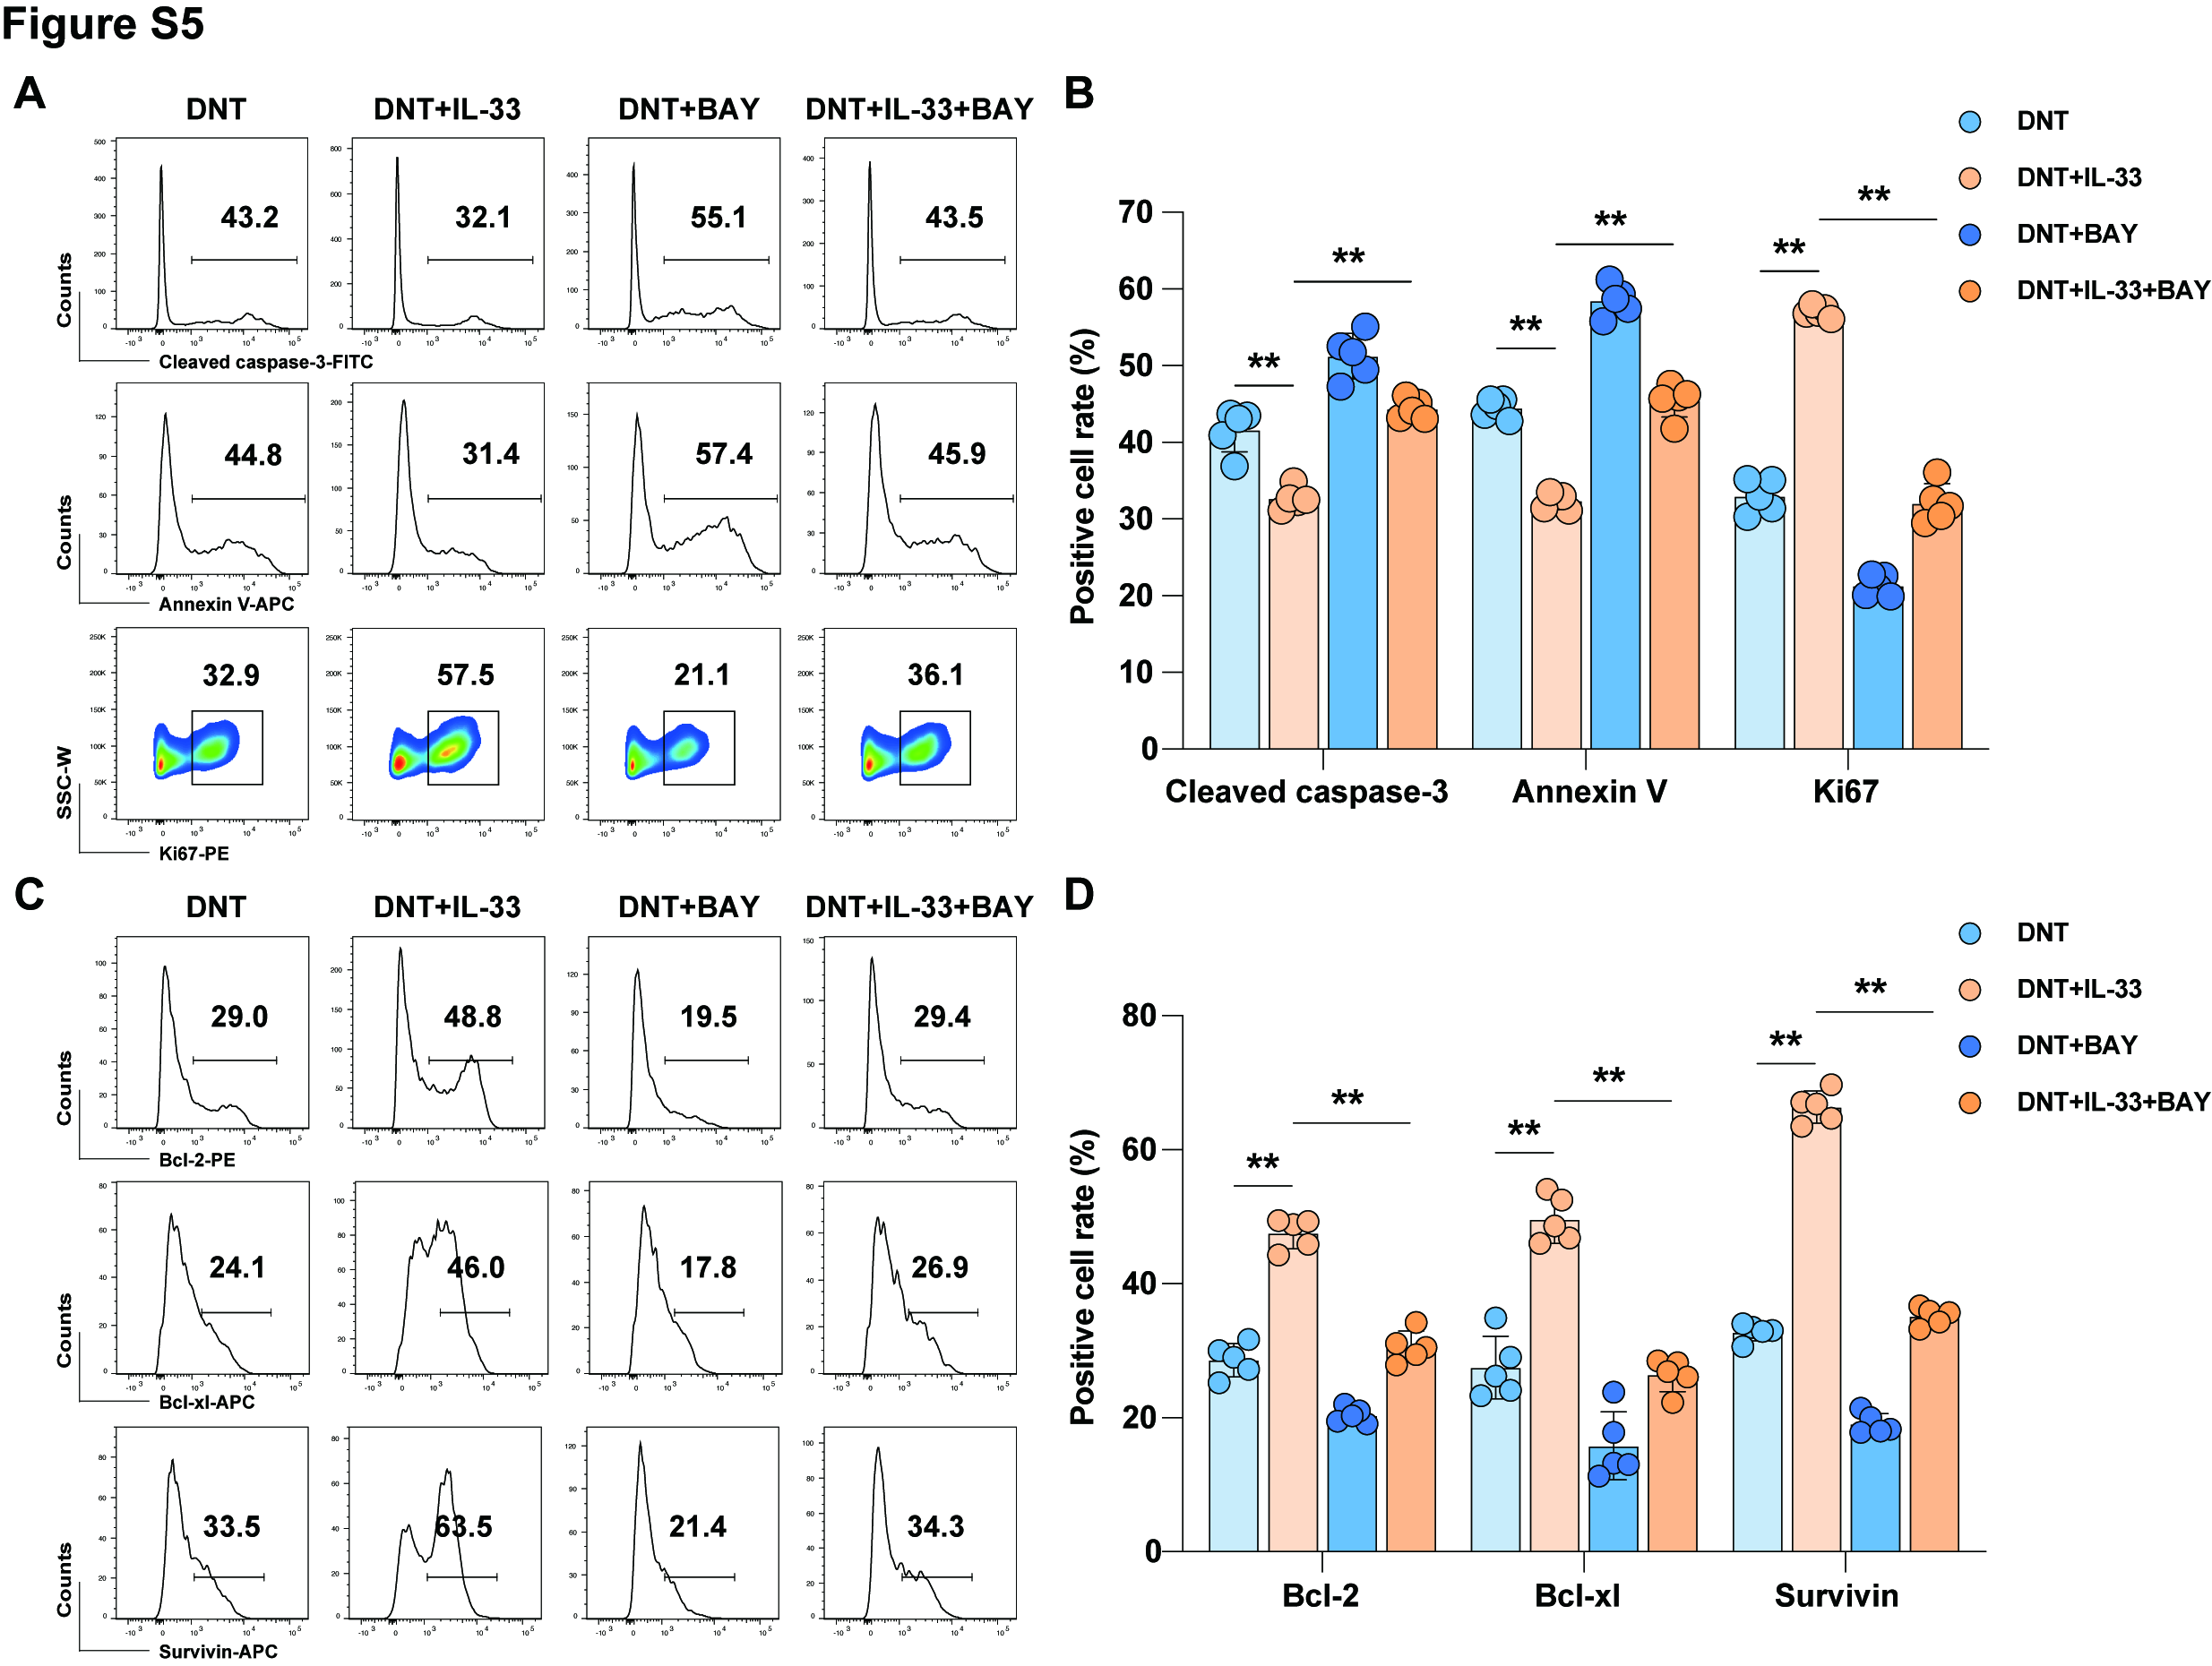

**Figure S5. IL-33 promoted DNT cells survival via** **the NF-κB signaling pathway**. Representative flow cytometry plots **(A)** and statistical analysis **(B)** of cleaved caspase-3^+^, Annexin V^+^ and Ki67^+^ DNT cells percentages after incubation with an NF-κB signaling inhibitor (BAY 11-7082) with or without IL-33 stimulation for 48 h (n=5/group). Representative flow cytometry plots **(C)** and statistical analysis **(D)** of the Bcl-2^+^, Bcl-xl^+^ and Survivin^+^ DNT cells percentages after incubation with an NF-κB signaling inhibitor (BAY 11-7082) with or without IL-33 for 48 h (n=5/group). Data in (**B and D**) were analyzed using repeated measures One-way ANOVA post hoc Turkey’s test. Data are represented as the mean ± SD. **P < 0.01.

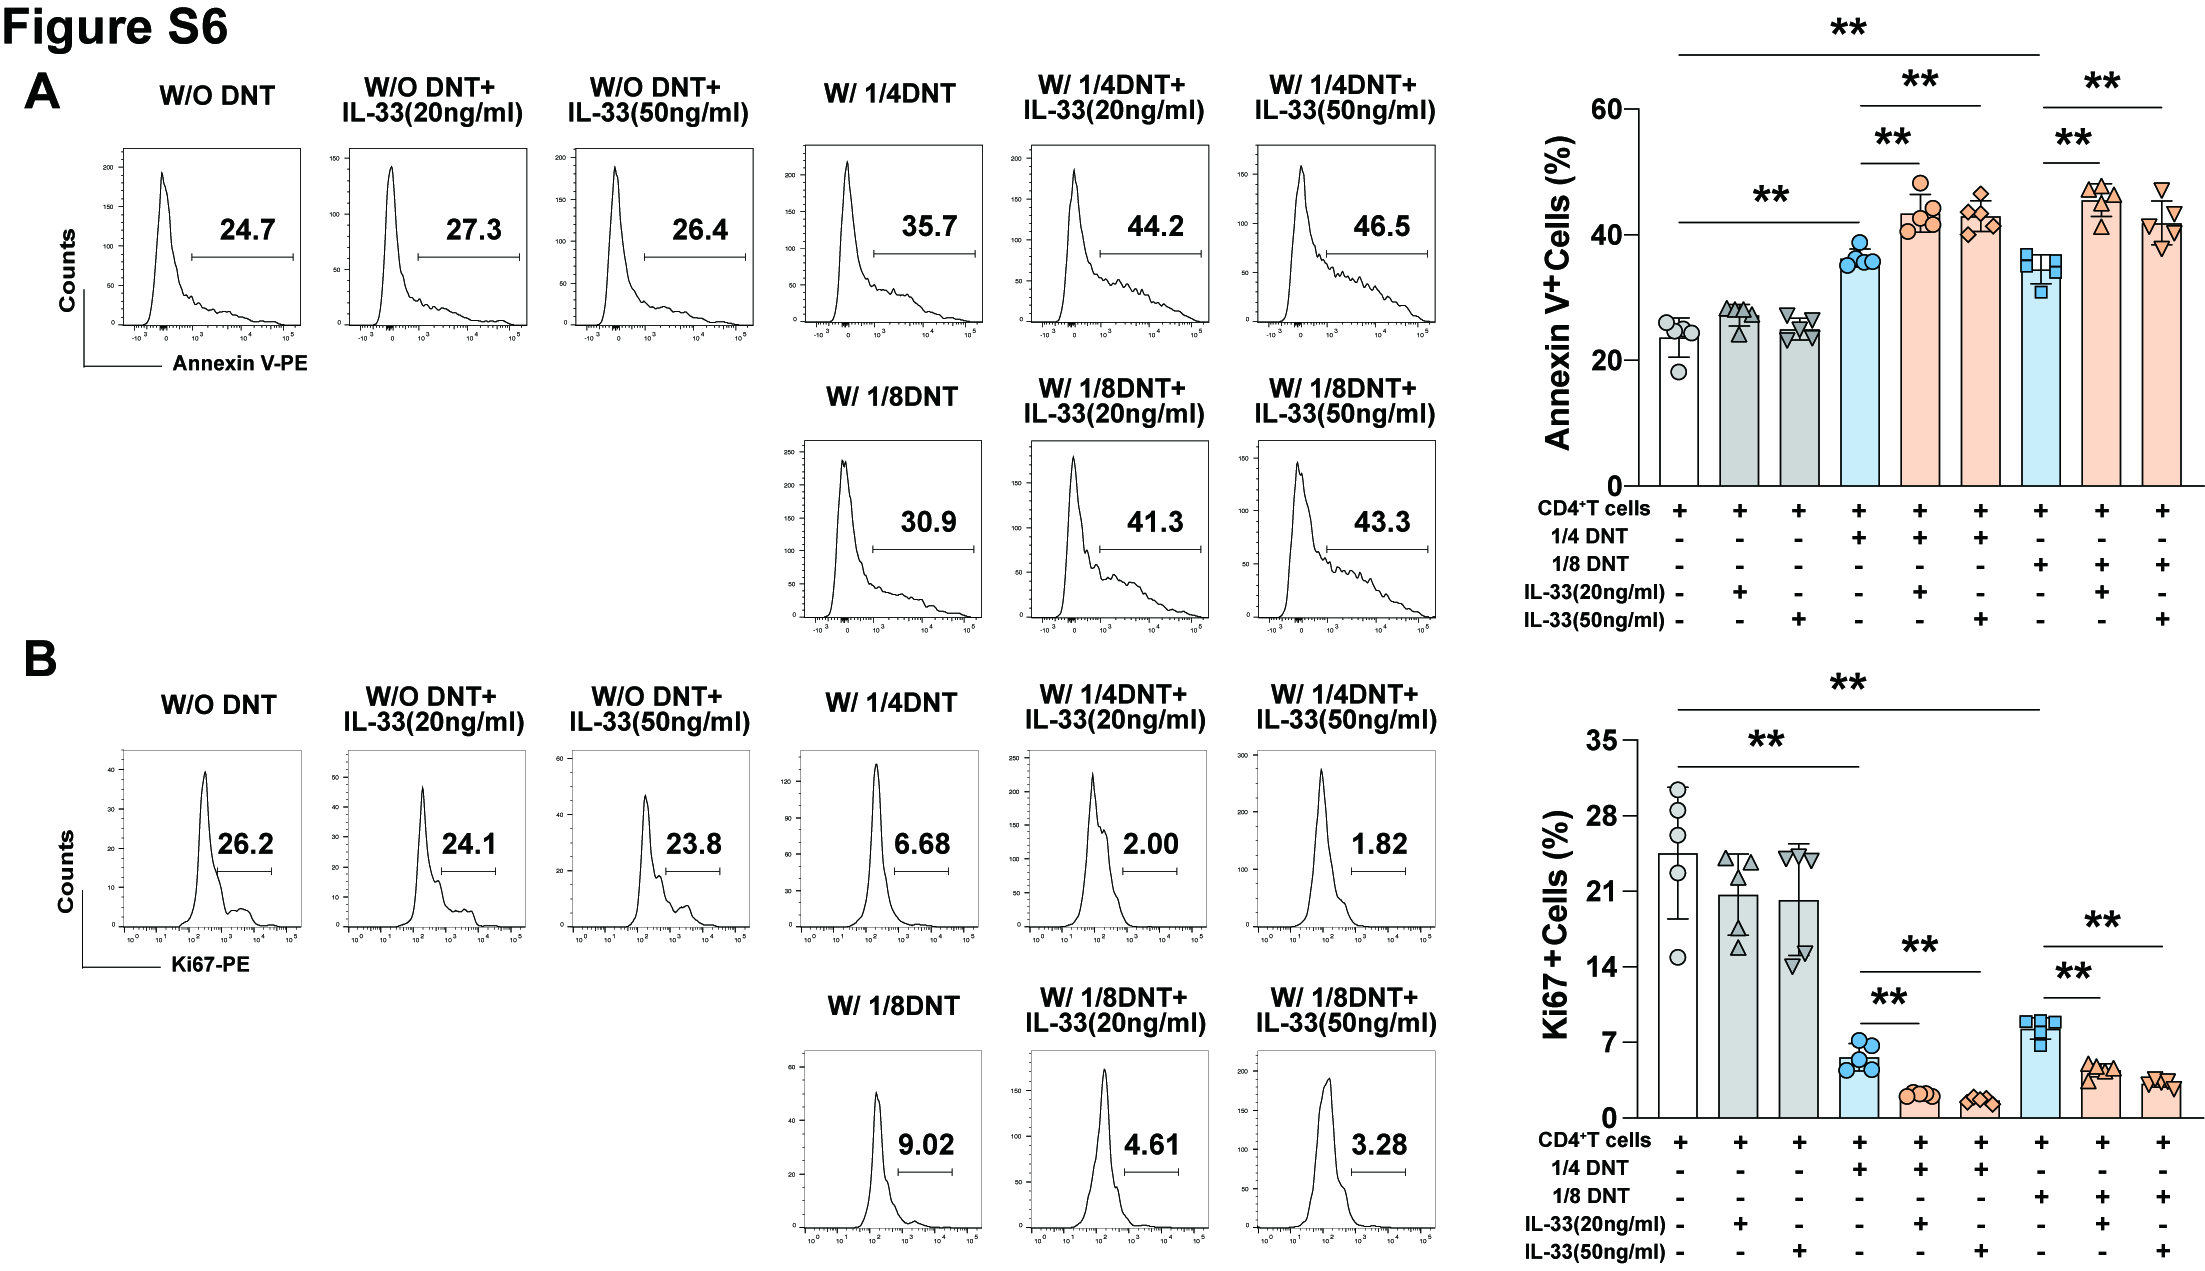

**Figure S6. Continuous IL-33 stimulation improved DNT cells suppression functions *in vitro*.** DNT cells and IL-33 were added to the MLR *in vitro*. **(A)** Representative histogram plots and quantification of CD4^+^CD25^−^ T cell apoptosis (Annexin V^+^) in each group on the 5th day. **(B)** Representative histogram plots and quantification of CD4^+^CD25^−^ T cell proliferation (Ki67^+^). Data in (**A** and **B**) were analyzed using repeated measures One-way ANOVA post hoc Holm-Sidak’s test. Data are represented as the mean ± SD, n=5/group. **p < 0.01.

**
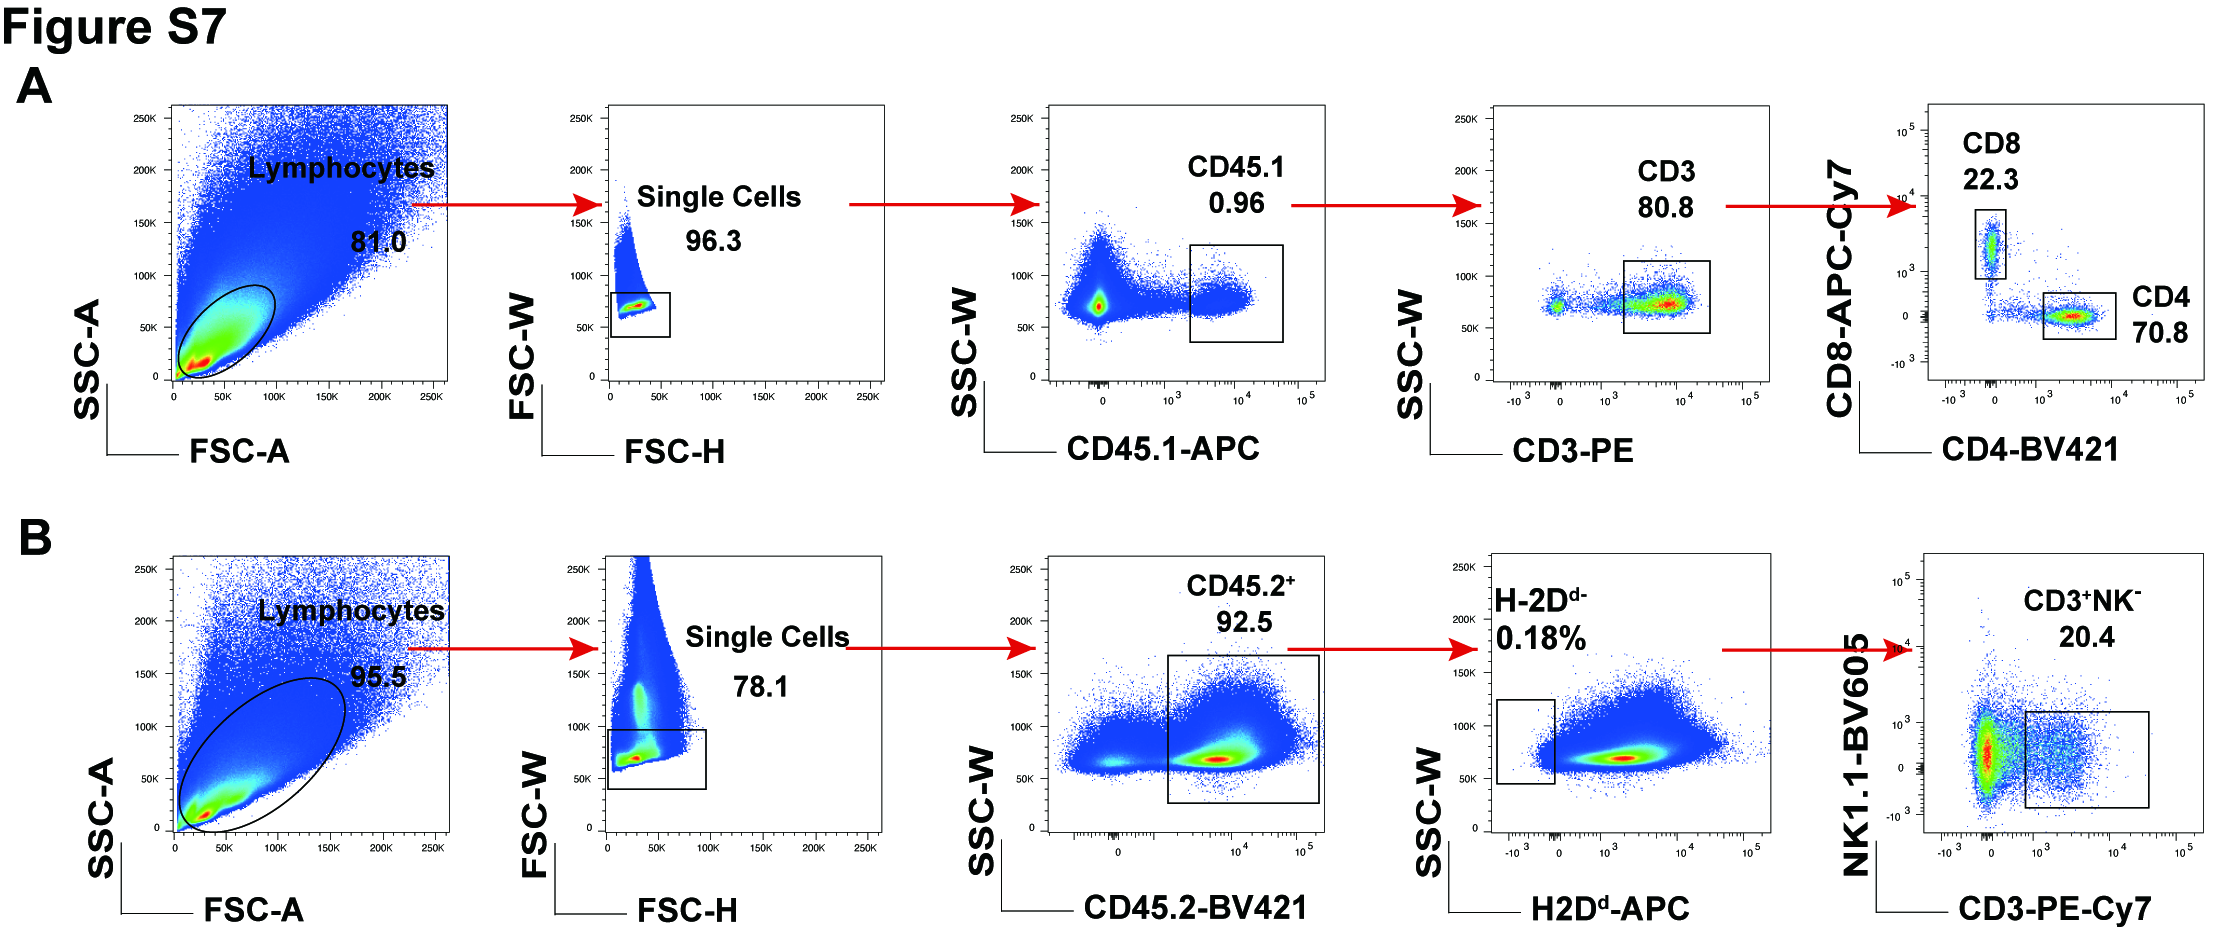
**

**Figure S7. Gating strategy of target cells in the spleen. (A)** Gating strategy of CD45.1^+^CD3^+^ T cells, CD45.1^+^CD4^+^ T cells and CD45.1^+^CD8^+^ T cells in the spleen. **(B)** Gating strategy of adoptively transferred DNT cells in the spleen.

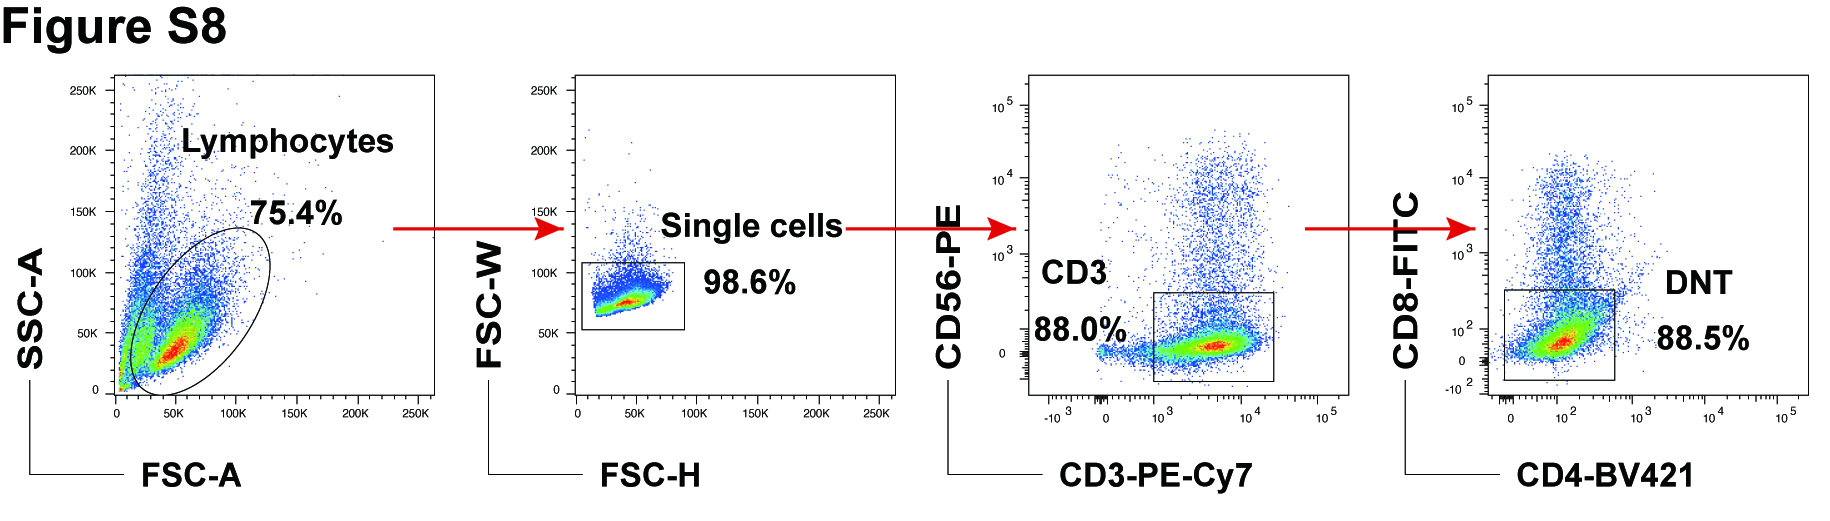

**Figure S8. Gating strategy of human DNT cells.** DNT cells were isolated from PBMCs by a double negative T cell isolation kit. After expansion *in vitro*, DNT cells were gated and tested.

# Supplementary material for: IL-33 promotes double negative T cell survival via the NF-κB pathway
**Source:** Cell Death Dis. 2023 Apr 5;14(4):242. doi: 10.1038/s41419-023-05766-4
**Supplement:** Supplementary file 2 — Supplementary table

**Supplemental Tables**

***Table S1 Reagents and antibodies used in this study***

***Table S2 Primers used in this study***

How the deposited data were processed for this re-analysis (not part of the article)

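RNA was sequenced from DNT cells converted from CD4+ T cells of mice and kept for 48 h with anti-CD3/CD28 beads, in 3 libraries without IL-33 and 3 with IL-33 at 50 ng/ml. The samples were grouped by their labels, which give the same doses and times as the paper. The labels and the paper name different library kits, and neither says whether replicates came from separate mice or cultures, or in which batches libraries were made and sequenced. The experiments by flow cytometry and real-time PCR, in recipient mice and in human cells have no deposited data and were left out.

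The authors deposited raw counts of reads per gene for each library, without normalization. The aligner, the counting program, the genome build and the use of the strand are not given in the paper or the labels. The authors also deposited 1 column of signal, under the name that DESeq2 gives to the mean of counts divided by size factors. Recomputed from the 6 columns of counts with the size factors of DESeq2, this mean differed by at most 2.1e-07% in any of the 26128 genes listed. Every gene is listed by an Ensembl identifier, of which 26072 matched a symbol and 26086 a gene of GENCODE M21 (GRCm38), the annotation behind all positions, gene lengths and GC content given here. Entrez identifiers, needed for the Reactome sets, could be matched for 16300 genes.

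From the counts, genes were filtered with edgeR's filterByExpr (minimum count of 10, minimum total count of 15), which kept 14671 genes. They were scaled by TMM, and the groups were compared with edgeR's quasi-likelihood test (robust glmQLFit and glmQLFTest, no covariates, two-sided), with Benjamini-Hochberg adjustment over all genes tested. The thresholds of 0.05 on the adjusted p and 0.585 on the log2 fold change, a fold change of 1.5, are those of the paper, whose text names no tool for this step. Standard errors and 95% intervals come from the same model. Means and SDs are in CPM over n = 3 libraries. The versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, apeglm 1.24.0, fgsea 1.28.0 and Seurat 5.3.0. The totals of the libraries ran from 20256342 to 22336050 counts, and a total of 3 counts was taken as the limit of detection.

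Lists were written down before the data were examined, and each was tested with limma's camera on log2 CPM with a prior count of 2 and a preset correlation of 0.01, adjusted over 6 lists. These were S phase genes and G2/M genes (the lists of Seurat, human symbols matched to mouse by spelling), NF-κB target genes, positive regulators of leukocyte proliferation, type 2 cytokines and regulators, and regulatory T cell markers. Further lists of mast cell and basophil markers, dendritic and myeloid cell markers, B cell markers, T cell identity genes and sex-linked genes served as checks. A list of hypoxia response genes outside glycolysis and a list of early response genes of T cell activation were written after the values of their genes had been seen. The p values of these 7 further lists were adjusted together, which was chosen after they had been seen. The overlap of each of the 6 lists with the genes past both thresholds was tested with Fisher's exact test against all genes tested. The mouse Reactome sets that come with fgsea, with 15 to 500 tested genes, were tested with camera and adjusted over 653 sets. The sets used in the GO, KEGG and GSEA panels of the paper are not among the deposited data.

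The genes to name were set by a rule before the data were examined. They are the genes that the paper names for this experiment in its text or shows in Figs. 2E, 2F, 3A, 3B, 3D and 4E, with ST2, its coreceptor and Ki67. To these were added the 8 largest rises and the 8 largest falls among the genes past both thresholds with groups that do not overlap and a mean of at least 1 CPM, and members of the lists past both thresholds. The rule gave 96 genes, 44 of them entered as from the paper. These include Blk by mistake. A label of Fig. 2E had been read as Blk, and since the row follows the counts of Bik, values for Fig. 2E are given for Bik. Some genes of the figures and lists are not reported here.

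Alternatives set before the data were examined were DESeq2 and limma-voom as tests, size factors of DESeq2 in edgeR, no filter and a stricter filter on low counts (at least 1 CPM in every library of a group), a fit with the replicate number as a block, each library left out in turn, a test against the fold change threshold, the adjusted p alone, and camera with an estimated correlation, fry and fgsea for the lists. DESeq2 with shrunken fold changes was added after the data had been examined. The fit was tested on simulated data in which 200 genes with a mean of at least 1 CPM had been changed by known amounts. All of these amounts lay beyond the fold change threshold, and all other genes were left unchanged. With edgeR 95% of the changed genes were recovered, beside 5 genes called but unchanged of 14650 tested, and with DESeq2 93% were recovered of 16925 tested. Since no gene was changed by an amount near the threshold, these shares do not give the accuracy of the calls in the real data.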

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

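The tests on neighbouring genes and on overlapping genes and the test of mast cell and basophil markers for Il5 and Il13 were chosen only after the results were seen, and the tests on other splits of the libraries, and on total counts were set before. The prediction for dendritic cell markers was written before, and the count of markers that move apart was chosen as its test only after the results were seen.

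The paper does not discuss the genes with the largest rises, which were far above their level in the control libraries. With IL-33 the log2 fold change was 4.08 for Pth, 3.41 for Cd300a, 3.23 for Wnt3, 2.68 for Grin1, 2.64 for Dnm1, 2.54 for Arhgef28, 2.29 for Itga7 and 2.24 for Alas2. In 12 other fits each of the 8 genes stayed higher with an adjusted p under 0.05, with log2 fold changes from 3.80 to 4.84 for Pth, 3.23 to 3.60 for Cd300a, 2.89 to 4.27 for Wnt3, 2.41 to 3.32 for Grin1, 2.51 to 2.85 for Dnm1, 2.40 to 2.76 for Arhgef28, 2.17 to 2.45 for Itga7 and 2.01 to 2.41 for Alas2. Without control replicate 3 the value was 4.84 for Pth and 4.27 for Wnt3, and without control replicate 1 it was 3.32 for Grin1, since few counts in the control libraries set the base of these ratios. Slc6a5, picked after its values had been seen and outside the rule for named genes because of its low mean, had 0 counts in the 3 libraries without IL-33 and 36, 44 and 44 with it. Against 3 counts over the control libraries this is at least 40.1-fold higher (adjusted p = 1.1e-14 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1.0e-08 by DESeq2).

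Reads that run on from a changed neighbour would raise the neighbours as well. Of the 8 genes 7 had tested neighbours within 30 kb, 15 in all, with a median log2 fold change of -0.091, and 0 of these were past both thresholds in edgeR, where 4 had an unadjusted p under 0.05. This argues against such reads for the 8 genes as a set, and Slc6a5 was not part of it. The totals argue against library size, with medians in a ratio of 1.03 between the groups and ranges that overlap. Left-over dendritic cells would move their markers together, whereas of 13 tested dendritic and myeloid cell markers 3 were lower and 4 higher at an adjusted p under 0.05 in edgeR (adjusted p = 0.616 for the list in limma's camera, over 7 lists), which argues against such cells as the cause. Among these Itgax fell from 54.6 ± 2.07 to 26.0 ± 1.59 CPM (SD, n = 3 in each group) and Cd74 from 5.66 ± 0.374 to 3.78 ± 0.571, while H2-Ab1 went from 24.8 ± 1.96 to 30.3 ± 1.000, Itgam from 2.61 ± 0.0742 to 4.83 ± 0.844, Fscn1 from 1.53 ± 0.678 to 4.10 ± 0.695 and Batf3 from 1.51 ± 0.740 to 3.68 ± 0.946. The abundant markers Cst3 and Fcer1g, which T cells can express too, had log2 fold changes of -0.16 and -0.021. H2-Aa and Lyz2 were near the limit of detection and were not tested. Their means were lower with IL-33 as well, at 0.170 against 0.379 CPM for H2-Aa and 0.0318 against 0.203 for Lyz2. Thus Cd74 and Cst3, named in the prediction, fell while Fscn1, a marker of mature dendritic cells, rose. In the 10 splits of the libraries into 3 against 3, only 1, the real one, gave 714 genes past both thresholds, and since 1 in 10 is the smallest share that this design can give, chance cannot be excluded by this count. The other 9 splits gave 0 genes past both thresholds in edgeR, with 214 to 346 genes at an unadjusted p under 0.05, against 5462 in the real split. Reads of an overlapping gene on the other strand would need that gene to rise for Dnm1 and Alas2, and the log2 fold changes were -0.21 for Ciz1, over Dnm1, and -0.14 for Apex2, over Alas2, which argues against it. A response to IL-33, which the design names, stays open, and whether a few cells or many carry these transcripts was not tested. For these genes no biological explanation was tested.

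Il5 and Il13, which the paper does not discuss, were higher with IL-33, with log2 fold changes of 1.35 and 0.99, in all 3 libraries above all controls. In 12 other fits they stayed between 1.29 and 1.45 for Il5 and between 0.95 and 1.03 for Il13, with adjusted p values of at most 7.3e-12. Mast cells or basophils in the IL-33 cultures would bring their other abundant transcripts. The 5 tested of 11 listed mast cell and basophil markers had a median log2 fold change of -0.30, with 0 higher and 3 lower at an adjusted p under 0.05 in edgeR (adjusted p = 0.159 in limma's camera, 0.0214 in fry, over 7 lists). Cpa3 fell from 10.9 ± 2.04 to 7.10 ± 0.615 CPM and Cma1 from 22.0 ± 1.88 to 17.9 ± 2.52 (SD, n = 3 in each group). These values argue against a larger share of such cells with IL-33 as the source of the rise. The markers were present without IL-33 too, so a response to IL-33 of such cells in the cultures was not excluded. An effect of IL-33 on Il5 and Il13 in DNT cells may explain their rise, as a hypothesis found on the same data.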

How the results depend on the processing

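The tests with shrunken fold changes were chosen only after the results were seen, and all other alternatives were set before the data were examined.

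The number of genes past both thresholds was 714, with 363 higher and 351 lower, and stayed within 1.5 times these counts with DESeq2 (501, 246 and 255), limma-voom (724, 365 and 359), size factors of DESeq2 (714, 363 and 351), no filter on low counts (694, 349 and 345) and a stricter filter (672, 332 and 340). Leaving out 1 library at a time gave 621 to 719 genes, 318 to 383 higher and 303 to 354 lower. Of the 714 genes 499 were called by DESeq2, 684 by limma-voom, and 527 to 580 with 1 library left out. A test against the fold change threshold left 113 genes, 75 higher and 38 lower, and the adjusted p alone gave 4036, 1999 higher and 2037 lower, which follows from how these alternatives are built. DESeq2 gave 371 genes with fold changes shrunken by apeglm, 188 higher and 183 lower, and 129 with normal shrinkage, 72 higher and 57 lower, since shrinkage moves fold changes toward 0.

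The sources do not say that the shared replicate numbers mark a shared animal or day, and libraries with the same number did not deviate together, with correlations of 0.0116, 0.00318 and 0.0108 between their deviations from the group means. With the replicate number as a block, 666 genes were past both thresholds, 348 higher and 318 lower, of which 657 were among the 714, and 92 Reactome sets passed, 14 higher and 78 lower. Of the named genes Ccl4 alone changed its side of the adjusted p threshold under the block, at 0.138 in edgeR, where its 12 alternatives ran from 5.8e-26 to 0.150.

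The S phase and G2/M lists kept medians of -0.41 and -0.39 and were no longer past the threshold when camera estimated the correlation, where the cause was not tested. The NF-κB target genes, with a median of -0.049, passed under fry, had a positive score in fgsea that did not pass, and had a median of 0.0040 with the stricter filter, where the cause was not tested. Without 1 library the median of the positive regulators of leukocyte proliferation ran from -0.011 to 0.032, and the list, at 0.0043, passed in fgsea. The regulatory T cell markers, at 0.14 and an adjusted p of 0.0506 in camera, passed with DESeq2 (0.14), limma-voom (0.14), the stricter filter (0.14), fry (0.14) and without control replicate 3, with medians of 0.11 to 0.16 when 1 library was left out and adjusted p values from 3.9e-05 to 0.288 over 15 alternatives. The cause was not tested for these calls. The type 2 list kept its direction and stayed above the threshold in all 15, and its median, at -0.16, moved to between -0.15 and -0.079 with 1 library left out. That of the NF-κB target genes moved to between -0.043 and -0.0030.

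Of the Reactome sets 98 passed, 17 higher and 81 lower. With the estimated correlation 0 passed, 0 higher and 0 lower, and with DESeq2 157 did, 59 higher and 98 lower, where the cause was not tested. The overlap of the calls with the leukocyte proliferation list was 8 genes and, with DESeq2, 6, no longer past the threshold, where the cause was not tested. The other 5 overlaps kept their side with DESeq2. Of the cytotoxicity related genes of Fig. 4E, 6 passed with DESeq2, 5 to 7 with 1 library left out, and 6 to 9 then passed adjusted over the list alone.

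Among 96 named genes, 95 of them under DESeq2 and the stricter filter, which had no value for Cd4, no direction changed with DESeq2, limma-voom, other size factors, other filters or the block. With 1 library left out, the log2 fold change changed sign for Nfkb1 (-0.0033 to 0.024), Nt5e (-0.0078 to 0.15), Klrc2 (-0.051 to 0.34), Klri2 (-0.19 to 0.47) and Klrk1 (-0.018 to 0.095), none of which was called with all libraries. The sign of Nfkb1 and Klrk1 changed without IL-33 replicate 3, of Nt5e without IL-33 replicate 2 and of Klrc2 without control replicate 2. For Klri2, with few counts, it did so without control replicates 2 or 3 (-0.19 and -0.15) or IL-33 replicates 1 or 2 (-0.035 and -0.076). Over all pairs of a gene and a left-out library, calls were lost in 22 and gained in 3, for Bcl2 without control replicate 1 (0.10), Irak1bp1 without control replicate 2 (1.17) and Klrc1 without IL-33 replicate 3 (0.41). The cause was not tested.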

Differences from the paper's values

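The paper gives 238 genes as higher past both thresholds, and the counts gave 363. Of the alternatives set before the data were examined, the paper's value lay within 1.5 times with DESeq2 (246 genes), no filter on low counts (349), a stricter filter (332), the replicate block (348), and without control replicate 1 (339), control replicate 2 (339), IL-33 replicate 1 (356) or IL-33 replicate 2 (318). It lay outside with limma-voom (365), size factors of DESeq2 (363), a test against the fold change threshold (75), the adjusted p alone (1999), and without control replicate 3 (383) or IL-33 replicate 3 (358). DESeq2 with apeglm shrinkage, chosen after seeing the values, gave 188, also within 1.5 times, and with normal shrinkage, chosen at the same time, it gave 72, outside. The list of genes called by the paper is not among the sources, so the calls that these settings drop could not be counted. For all genes past both thresholds and for those lower, the paper's values of 485 and 247 are within 1.5 times of 714 and 351, and DESeq2 gave 501 and 255. Of all these settings DESeq2 without shrinkage came nearest to the paper, for all genes, those higher and those lower. The paper names no tool for this step.

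The paper states that proapoptotic genes were lower. Of the genes that this statement names, the 4 reported here all had negative log2 fold changes, 3 with an adjusted p under 0.05 in edgeR. Bbc3, a gene of Figs. 2E and 2F that the statement does not name, was higher, with a log2 fold change of 0.27 (adjusted p = 0.00115 in edgeR). Bik, at -0.52 with an adjusted p of 0.127 in edgeR, was not past the threshold, and in 12 other fits its adjusted p stayed between 0.0837 and 0.410. The paper also reports Bik as lowered by real-time PCR, an assay without deposited data. The 4 antiapoptotic genes that the paper calls higher were all higher with an adjusted p under 0.05 in edgeR. The paper calls Myd88, Irak2, Irak1bp1, Traf4 and Traf6 higher, and beside the sequencing it used real-time PCR for genes of this pathway. In the sequenced libraries all had positive log2 fold changes, Irak2 and Traf4 with an adjusted p under 0.05 in edgeR. The adjusted p of Myd88 was 0.483, that of Traf6 0.461 and that of Irak1bp1 0.116. Irak1bp1 alone of these passed under any other fit, without control replicate 2, at an adjusted p of 0.0406, where 12 other fits ran to 0.370.

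The paper describes the genes of perforin, granzyme B and Fas ligand as unaltered, and Prf1, Gzmb and Fasl had adjusted p values of 2.3e-04, 2.1e-10 and 3.6e-08 in edgeR, with log2 fold changes of 0.10, -0.12 and -0.28, under the fold change threshold that the paper uses. They kept adjusted p values under 0.05 in all 12 other fits. The paper describes the potentially inhibitory and activating receptor genes as similar, and 8 of these 9 were not past the adjusted p threshold in edgeR, while Cd160 was, with a log2 fold change of -0.13. Without control replicate 3 or IL-33 replicate 1 Cd160 was not past it either, and without IL-33 replicate 3 Klrc1 was.

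For the NF-κB set of the paper, whose enrichment score is positive, no values could be computed, and the other list used here had a positive score of 1.15 in fgsea (adjusted p = 0.285, permutation test) and a median log2 fold change of -0.049, which moved to as little as -0.0030 with 1 library left out. The paper describes proliferation by Ki67 staining and Survivin as raised by IL-33, and Bax as lowered, from flow cytometry or real-time PCR on other samples. In the sequenced libraries Mki67 had a log2 fold change of -0.54 (adjusted p = 1.7e-08 in edgeR), Birc5, the gene of Survivin, -0.47 (adjusted p = 6.1e-13) and Bax 0.048 (adjusted p = 0.624). Surface ST2 did not change in the paper's flow cytometry, and its gene Il1rl1 had a log2 fold change of -0.71 (adjusted p = 9.0e-08 in edgeR). Bcl2, which the paper finds raised by these assays, had 0.073 (adjusted p = 0.0605 in edgeR), past the threshold in limma-voom (0.0477) and without control replicate 1 (0.00862), where 12 other fits ran to 0.318. In none of the 12 was Mki67 or Birc5 higher, or Bax lower, with IL-33.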

Other observations

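The tests on GC content and gene length, on the share of counts taken by a few genes, on hypoxia, on the early response to the beads and on Cd8a and Cd8b1 were chosen only after the results were seen, and the tests of the cell cycle, type 2, regulatory T cell, mast cell and cell identity lists were set before. For the type 2 list the verdict on a rise was changed from excluded to undecided after its values had been seen.

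The S phase and G2/M genes were lower with IL-33. More cycling cells at 48 h would raise both lists, and the median log2 fold change of the G2/M genes was -0.394, which argues against this. A trend with GC content, gene length or expression level explained 0.379% of the variance of the fold changes, and with the trend removed the S phase genes kept a median of -0.409, so it does not explain them. If a few genes took more of the counts with IL-33, all other genes would fall together without TMM scaling, and their median log2 ratio was then -0.018. A smaller share of cycling cells at 48 h, an earlier end of division after the beads or smaller amounts of these transcripts per cell may all lie behind the lower lists, and they were not told apart.

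The type 2 list had members that went both ways, and its camera adjusted p of 0.20 neither shows nor excludes a rise of type 2 cytokine genes, which may be confined to genes such as Il5, Il13 and Areg. Il4 and Gata3 had log2 fold changes of -0.028 and -0.16. The regulatory T cell list had a camera adjusted p of 0.0506. Foxp3 had few counts, at 1.08 ± 0.223 CPM without IL-33 and 0.807 ± 0.210 with it (SD, n = 3 in each group), so that a move toward a regulatory T cell programme could not be decided. Il2ra, Tnfrsf9 and Ctla4, which activated T cells also express, had log2 fold changes of 0.33, 0.57 and 0.72. Itgae and Il1rl1 of the same list were lower, with -1.22 and -0.71.

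Kit was higher with IL-33, and a contribution of mast cells or basophils, which carry it, would raise their other markers. The median log2 fold change of these was -0.298, which argues against a larger share of such cells as the source. A rise of Kit within such cells was not excluded, and a rise of Kit in DNT cells may explain the change.

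Genes of glycolysis were higher with IL-33, among them Hk2 (0.72), Aldoa (0.49) and Slc2a1, a glucose transporter (0.60, all log2 fold changes). The 11 hypoxia response genes outside glycolysis had a median log2 fold change of 0.438, with 8 higher at an adjusted p under 0.05 in edgeR (adjusted p = 1.1e-05 in limma's camera, 0.00585 in fry and 0.480 with the estimated correlation, over 7 lists). Vegfa rose from 70.4 ± 5.18 to 136 ± 12.8 CPM (SD, n = 3 in each group). A stronger hypoxia response may lie behind the rise of the glycolysis genes, for example through a denser culture, and it cannot be told apart from a direct effect of IL-33 on metabolism. The list was written after the values of its genes had been seen. The Reactome set Cellular response to hypoxia, with 22 genes, had a median of 0.030 and did not pass (adjusted p = 0.338 in limma's camera over 653 sets). The paper gives the same number of cells put in each well with and without IL-33, and neither the oxygen nor the number of cells at 48 h in the sequenced cultures is given.

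Nr4a1, Nr4a2, Nr4a3, Egr2 and Egr3 were lower with IL-33, with log2 fold changes of -0.34, -0.75, -0.79, -0.70 and -1.03. Egr3 was not past the adjusted p threshold in every fit, with adjusted p values of up to 0.106 over 12 other fits. A weaker early response to the beads would lower the early response genes together. Of 17 such genes 8 were higher and 6 lower at an adjusted p under 0.05 in edgeR, with a median log2 fold change of 0.270 (adjusted p = 0.213 in limma's camera, 0.0214 in fry). The 6 lower ones include Nr4a1, Nr4a2, Egr2 and Egr3 themselves, so that part of the count restates the observation. The others of the 6 were Spry2 (-0.31) and Nab2 (-0.22). The 8 higher ones are other genes, among which Fos, Ier2 and Cd69 rose by 0.75, 0.46 and 0.41. The early response genes thus did not fall together. Effects of IL-33 and of the beads on them cannot be told apart, and the list was written after the values of its genes had been seen. A weaker response to the beads was therefore not excluded, and what lowers the Nr4a and Egr2 and Egr3 genes stays open.

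Although the cells were sorted as negative for CD8 and NK1.1, Cd8a had 545 ± 13.6 CPM without IL-33 and 400.2 ± 9.15 with it, Cd8b1 9.68 ± 1.65 and 16.3 ± 2.07, and Klrb1c, the gene of NK1.1, 33.5 ± 2.57 and 25.6 ± 1.16 (SD, n = 3 in each group). Cd4 had 0.934 ± 0.183 and 0.373 ± 0.143. A different share of CD8 T cells that carry both CD8 chains would move Cd8a and Cd8b1 together, whereas the log2 fold change was -0.45 for Cd8a and 0.754 for Cd8b1, which argues against it as the cause of both changes. Trdc, a gene of the gamma delta T cell receptor, had a log2 fold change of -0.70 (adjusted p = 7.1e-11 in edgeR). The 15 T cell identity genes had a median of -0.054 (adjusted p = 0.159 in limma's camera, 0.0214 in fry), 5 tested B cell markers had -0.20 (adjusted p = 0.710 in limma's camera) and 4 tested sex-linked genes had 0.057 (adjusted p = 0.559 in limma's camera). Ddx3y had 162 ± 4.87 CPM without IL-33 and 166 ± 1.96 with it, and Xist 0.127 ± 0.0309 and 0.403 ± 0.170, as in cells of male mice.

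Other genes that the paper shows by sequencing or measures by other assays had these log2 fold changes in the sequenced libraries, 0.55 for Arrb1, 0.27 for Bbc3 and 0.25 for Traf1 (adjusted p = 2.7e-28, 0.00115 and 2.7e-11 in edgeR). For Rela and Nfkb1, the genes of RelA and P50, they were -0.07 and 0.012 (adjusted p = 0.180 and 0.797 in edgeR), and for Il1rap, the gene of the coreceptor of ST2, 0.056 (adjusted p = 0.730 in edgeR). Blk, among the named genes through the misread label alone, had -1.26 (adjusted p = 2.0e-05 in edgeR).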
